# DiffSegR: an RNA-seq data driven method for differential expression analysis using changepoint detection

**DOI:** 10.1093/nargab/lqad098

**Published:** 2023-11-06

**Authors:** Arnaud Liehrmann, Etienne Delannoy, Alexandra Launay-Avon, Elodie Gilbault, Olivier Loudet, Benoît Castandet, Guillem Rigaill

## Abstract

To fully understand gene regulation, it is necessary to have a thorough understanding of both the transcriptome and the enzymatic and RNA-binding activities that shape it. While many RNA-Seq-based tools have been developed to analyze the transcriptome, most only consider the abundance of sequencing reads along annotated patterns (such as genes). These annotations are typically incomplete, leading to errors in the differential expression analysis. To address this issue, we present DiffSegR - an R package that enables the discovery of transcriptome-wide expression differences between two biological conditions using RNA-Seq data. DiffSegR does not require prior annotation and uses a multiple changepoints detection algorithm to identify the boundaries of differentially expressed regions in the per-base log_2_ fold change. In a few minutes of computation, DiffSegR could rightfully predict the role of chloroplast ribonuclease Mini-III in rRNA maturation and chloroplast ribonuclease PNPase in (3′/5′)-degradation of rRNA, mRNA and tRNA precursors as well as intron accumulation. We believe DiffSegR will benefit biologists working on transcriptomics as it allows access to information from a layer of the transcriptome overlooked by the classical differential expression analysis pipelines widely used today. DiffSegR is available at https://aliehrmann.github.io/DiffSegR/index.html.

## Introduction

It has long been recognized that transcriptomes largely surpass genomes in complexity (1). Besides alternative use of transcription initiation sites, most of the transcript diversity can be ascribed to post-transcriptional modifications, including RNA splicing, processing, alternative polyadenylation, editing or base modification (2). Although the advent of the transcriptomics revolution has allowed an unprecedented understanding of this transcript diversity, the combinatorial nature and very large number of variations is still an analytical challenge (3,4). Moreover, because most strategies for RNA-Seq analysis rely on incomplete transcriptomic variant annotations, meaningful variations may currently be overlooked (5). This is a major issue for biological interpretation as illustrated by the crucial role played in disease development by poorly annotated non coding elements like 5′ and 3′ UTRs (6–9).

As a consequence, there is a massive effort to improve transcriptomic annotations with the help of the third generation (long-read) sequencing technologies from Oxford Nanopore Technologies or Pacific Bioscience. Long RNA-Seq reads may cover an entire RNA isoform from start to end, directly illustrating the exon structure, splicing patterns and UTR composition (10–12). They carry the promise to go beyond the limits of full-length transcript assembly, which is notoriously prone to error (13,14). Although such a strategy can double the number of referenced transcripts for a model organism (15), reaching an exhaustive description of a transcriptome is arguably a Sisyphean task (5,16,17).

Because most RNA-Seq experiments aim at identifying RNA processes that vary between two biological conditions (WT versus mutant or control versus stress, for example), an alternative to this issue is to identify portions of the transcriptome that vary between both experimental conditions (differentially expressed regions or DERs) directly from the RNA-Seq data, without relying on annotations and bypassing assembly altogether. This is performed by a class of methods sometimes referred to as identify-then-annotate tools (18). Their gold standard is to be both highly specific (i.e. able to merge adjacent non-DERs) and highly sensitive (i.e. able to discriminate between adjacent DERs, in particular between up and down DERs). To do so, various methods summarized in Figure 1 (19–22) address a well-defined statistical problem known as multiple changepoints detection, or segmentation problem. This has been a long-standing problem in the field of genomic series analysis (23–27). To identify DERs, current identify-then-annotate tools mainly vary in the signal they segment and in the way they segment it (Figure 1).

**Figure 1.**
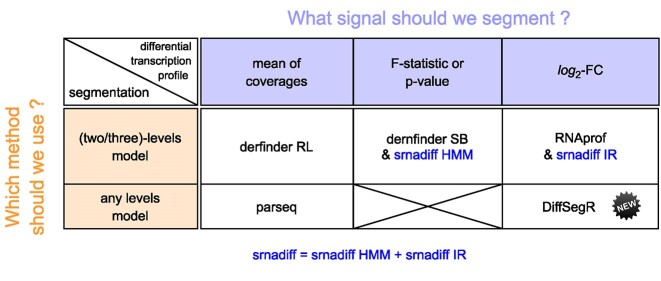
State-of-the-art of Identify-then-annotate methods for detecting differentially expressed regions (DERs) in RNA-Seq data. The methods included in this figure—srnadiff, srnadiff IR, srnadiff HMM (19), derfinder SB, derfinder RL (22), RNAprof (21), parseq (20) and DiffSegR—belong to a class of methods known as identify-then-annotate, which enable the identification of DERs directly from RNA-Seq data without relying on annotations or assembly. To identify DERs, these methods address a well-defined statistical problem known as multiple changepoints detection or segmentation problem. The methods vary in the signal they segment and the way they segment it. For example, srnadiff merges the results of a three-level segmentation model on the per-base log_2_ fold change (srnadiff IR) and a two-level segmentation model on the per-base *P*-value (srnadiff HMM). Similarly, derfinder SB and derfinder RL implement a two-level segmentation model on the per-base *F*-statistic (similar to per-base *P*-value) and the mean of coverages, respectively. RNAprof implements a three-level segmentation model on the per-base log_2_ fold change. parseq segments the mean of coverages without assuming the number of levels. Finally, DiffSegR introduces a new strategy to identify DERs by segmenting the per-base log_2_ fold change without assuming the number of levels. All the methods except parseq assess the found DERs using DESeq2 (29).

Here, we introduced DiffSegR, an R package that uses a new strategy for delineating the boundaries of DERs. It segments the per-base log_2_ fold change (log_2_-FC) using FPOP, a method designed to identify changepoints in the mean of a Gaussian signal (28). Intuitively, the per-base log_2_-FC is a measure that scales with the intensity of the transcription differences at each genomic position between the two compared biological conditions. Expression differences are then statistically assessed for each region using the negative binomial generalized linear model of DESeq2 (29) and the outputs can be visualized in IGV (30).

DiffSegR and competitor methods (Figure 1) were compared on two plant RNA-Seq datasets that were previously used in combination with molecular biology techniques to decipher the roles of the chloroplast ribonucleases PNPase and Mini-III (31,32). DiffSegR was the only method able to retrieve all the segments known to differentially accumulate outside of the annotated genic regions (i.e. 3′ and 5′ extensions, anti-sense accumulation). Moreover, it is the only method predicting the overaccumulation of intronic regions on the plastome-scale in the PNPase mutant. Globally, DiffSegR better captures multiple trends of differences within DERs while being more parsimonious in non-DERs than its competitors.

We anticipate DiffSegR will be an important tool in providing an in-depth description of local or regional transcript variations within RNA-seq libraries from two biological conditions, especially when studying RNA processes located outside of the annotated coding sequences, like RNA processing, trimming or splicing.

## Materials and methods

### DiffSegR segmentation model

#### Differential transcription profile

DiffSegR builds the coverage profiles indexed on *n* genomic positions from the BAM files provided by the user. The coverage profile for replicate *r* of biological condition *j* is noted $\ {Q}_{jr} = \{ {{Q}_{ijr}} \}_{i = 1}^n \in \ {\mathbb{N}}^n$. By default we propose to compute *Q_ijr_* using the geometric mean of the number of 5′ and 3′ end of the reads overlapping position *i*, denoted *Q_ijr5’_* and *Q_ijr3’_*. Formally:

(1) \begin{equation*}{Q}_{ijr} + 1 = {\left( {{Q}_{ijr5^{\prime}}\ + 1} \right)}^{1/2} \times {\left( {{Q}_{ijr3^{\prime}}\ + 1} \right)}^{1/2}.\end{equation*}

We describe alternative approaches that use either the full length or the 5′ or 3′ end of the reads, and compare them with our geometric mean heuristic in Notes S1–S3, Supplementary Table S9 and Supplementary Figures S40–S42. DiffSegR then builds the differential transcription profile between the biological conditions (named 1 and 2 hereafter) using a log_2_-FC per-base transformation because it scales with the intensity of the transcriptional differences between conditions 1 and 2. The log_2_-FC at the *i*th genomic position (denoted *Y_i_*) is given by

(2) \begin{equation*}{Y}_i = \frac{1}{{{R}_1}}\mathop \sum \limits_{{r}_1 = 1}^{{R}_1} {\log }_2({Q}_{i1{r}_1} + 1) - \frac{1}{{{R}_2}}\mathop \sum \limits_{{r}_2 = 1}^{{R}_2} {\log }_2({Q}_{i2{r}_2} + 1)\end{equation*}

where *R*_1_ and *R*_2_ stand for the number of replicates in condition 1 and 2, respectively.

#### Segmentation model

We consider *D* changepoints *τ_1_<…< τ_D_* within the range 1 and *n* – 1. These changepoints correspond to unknown positions along the genome where a shift in the mean of the per-base log_2_-FC (eq: 2) is observed. We adopt the convention that *τ*_0_= 0 and *τ*_|_*_τ_*_|_ = *n*. These changepoints define |*τ*| = *D* + 1 distinct segments. The *j*th segment includes the data $ ]\kern-0.12em]$*τ_j-1_,τ_j_*$ ]\kern-0.11em]$={*τ_j-1_+*1,…,*τ_j_*}. Each segment is premised on the assumption that the *Y_i_* therein are independent and follow the same Gaussian distribution, with a mean *μ_j_* specific to that segment and a common variance *σ*^2^. Expressed mathematically, we have:

(3) \begin{equation*}\forall {\mathrm{\ }}i \in {\mathrm{\ }} ]\kern-0.15em] {\tau }_{j - 1},{\tau }_j ]\kern-0.15em] {\mathrm{\ }}{Y}_i\ \sim\ \mathcal{N}\left( {{\mu }_j,{{\mathrm{\sigma }}}^2} \right){\mathrm{\ }}iid.\end{equation*}

#### Estimation of the segment

The parameters of the model (eq: 3), including *τ_1_<…< τ_D_*, can be estimated using penalized maximum likelihood inference. To achieve this, DiffSegR uses the FPOP algorithm (28) (a dynamic programming algorithm that implements functional pruning techniques) which solves the inference problem exactly (see below). For many profiles lengths the computation time of FPOP is log-linear allowing for the segmentation of large data (10^6^*< n <*10^7^) in a matter of seconds. The number of changepoints estimated by FPOP is a decreasing function of the penalty *λσ^2^* log(*n*). The constant *λ* is a hyperparameter that can be adjusted by the user. A good starting point, based on theoretical arguments (33) and simulations (34), is to set *λ* = 2. The variance *σ^2^*is estimated on the data using the unbiased sample variance estimator.

##### FPOP

Informally, the idea of the FPOP algorithm is to consider the penalized maximum likelihood of the data from observation 1 to *t* as a function of the parameter (the mean) of the last segment. This idea is referred to as ‘functional pruning’. In the Gaussian case, the resulting function is piecewise quadratic. For a new observation at time *t*+ 1, it is possible to efficiently update this function (that is, compute the penalized maximum likelihood function from observation 1 to *t*+ 1) using a formula similar to that of the Viterbi algorithm. This formula is applied piece by piece, that is by intervals. At each step, the algorithm searches for the best possible value of the parameter of the last segment to maximize the penalized likelihood.

#### Normalization

To account for differences in the total number of sequenced reads per sample, we assume that the mean of the coverage *μ_ijr_* is composed of a sample-specific size factor *s_jr_* and a parameter *q_ijr_* proportional to the expected true concentration of transcripts overlapping position *i* in replicate *r* of condition *j* verifying *μ_ijr_= s_jr_ q_ijr_*(29,35,36). As the coverage (eq: 1), the per-base log_2_-FC (eq: 2) depends on sample-specific size factors. One can show that the non-normalized and normalized per-base log_2_-FC are linked together by an offset denoted *ρ* such that

$\rho = \frac{1}{{{R}_1}}\mathop \sum \limits_{{r}_1 = 1}^{{R}_1} {\log }_2({s}_{1{r}_1}) - \frac{1}{{{R}_2}}\mathop \sum \limits_{{r}_2 = 1}^{{R}_2} {\log }_2({s}_{2{r}_2}).$

For a given penalty the output of FPOP is shift invariant. That is if the data is shifted by a given value the returned changepoints will be the same. Therefore the segmentation returned by DiffSegR does not depend on the knowledge of the normalization factors. This is a key difference with threshold based methods (e.g. srnadiff IR, srnadiff HMM, RNAprof, derfinder RL, derfinder SB).

We acknowledge that when taking into account the offset to the logarithms (+1) in the per-base log_2_-FC, the previous argument is approximately true for large counts but does not hold for small counts.

### Overview of the DiffSegR package

DiffSegR is implemented as an R package (www.R-project.org/) and can be found on GitHub (https://aliehrmann.github.io/DiffSegR/index.html) with the installation procedure as well as a vignette with functional examples. The package implements the four steps of a conventional pipeline for identify-then-annotate methods (Figure 2).

**Figure 2.**
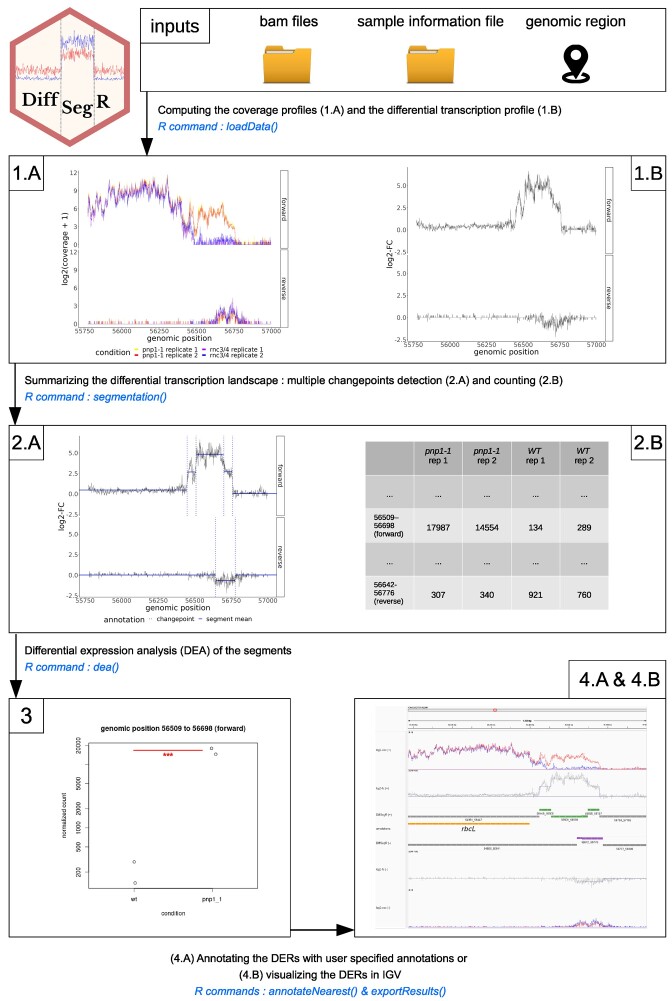
Schematic representation of the DiffSegR pipeline. The DiffSegR pipeline consists of four major steps: **(1)** Computing the coverage profiles and the differential transcription profile from BAMs. The *loadData* function creates coverage profiles from user-specified BAM files and a genomic region. (1.A) It produces one profile per strand for each replicate of both biological conditions. (1.B) The function then calculates the per-base log_2_ fold change (log_2_-FC) based on the coverage profiles. **(2)** Summarizing the differential transcription landscape. (2.A) The *segmentation* function applies FPOP to the per-base log_2_-FC of each strand to identify segment boundaries, known as changepoints. (2.B) Then the *featurecounts* program is used to assign mapped reads to segments, resulting in a count matrix. **(3)** Differential expression analysis (DEA). The *dea* function uses DESeq2 to test the difference in average expression between the two compared biological conditions for each segment. **(4)** Annotating and visualizing the differentially expressed regions (DERs). (4.A) The *annotateNearest* function annotates DERs using user-specified gff3 or gtf format annotations. In parallel, (4.B) the *exportResults* function saves DERs, not-DERs, segmentation, the mean of coverage profiles from both biological conditions, and per-base log_2_-FC information in formats compatible with genome viewers like IGV. An IGV session in XML format allows loading all tracks with one click, providing a user-friendly way to visualize and interpret DiffSegR results.

#### Step 1: computing the coverage profiles and the differential transcription profile from BAMs

The *loadData* function builds coverage profiles from BAM files within a locus specified by the user. If the reads are stranded, the function builds one coverage profile per strand for each replicate of both compared biological conditions. By default the heuristic used to compute coverage profiles is the geometric mean of the 5′ and 3′ profiles (eq: 1). Alternative approaches use either the full length or the 5′ or 3′ end of the reads (Note S1). *loadData* then converts the coverage profiles into the per-base log_2_-FC (eq: 2) (one per strand) using the reference biological condition specified by the user as the denominator. The function returns the coverage profiles and the differential transcription profile as a list of run-length encoded objects.

#### Step 2: summarizing the differential transcription landscape

The *segmentation* function uses FPOP (28) on the per-base log_2_-FC of both strands to identify the segment's boundaries (or changepoints). The number of returned segments is controlled by the hyperparameter *λ* specified by the user. The segments are stored as GenomicRanges object and the *segmentation* function finally uses *featurecounts* (44) to assign them the mapped reads from each replicate of each biological condition. By default a read is allowed to be assigned to every segment it overlaps with. The segments and the associated count matrix are returned as a SummarizedExperiment object.

#### Step 3: differential expression analysis (DEA)

The *dea* function uses DESeq2 (29) to test the difference in average expression between the two compared biological conditions for every segment. The resulting *P*-values are then adjusted using a Benjamini-Hochberg (BH) procedure to control the false discovery rate (FDR), which is a common approach in DEA. However, this approach does not guarantee that the proportion of false discoveries (FDP) will be upper bounded, and there is no statistical guarantee on the number of false discoveries in subsets of segments selected using FDR thresholding. For example, while a widespread practice in DEA is to select a subset of segments whose absolute log_2_-FC passes a threshold it can potentially result in an inflated FDR. To address these limitations, the *dea* function can also call a post-hoc inference procedure that provides guarantees on the FDP in arbitrary segment selections (42). Finally, *dea* returns the user-provided SummarizedExperiment object augmented with the outcome of the DEA.

#### Step 4.A: annotating the differentially expressed regions (DERs)

The *annotateNearest* function annotates the DERs found during the DEA using user specified annotations in the gff3 or gtf format. Seven classes of labels translate the relative positions of the DER and its closest annotation(s): antisense, upstream, downstream, inside, overlapping 3′, overlapping 5′ and overlapping both 5′ and 3′. These labels allow users to easily understand the relationships between the DERs and their nearest annotations, and to analyze the potential functional significance of the DERs in the context of the annotated genomic features.

#### Step 4.B: visualizing the DERs

The *exportResults* function saves the DERs, not-DERs, segmentation, the mean of coverage profiles from both biological conditions and per-base log_2_-FC information, for both strands, in formats readable (bed, gff3) by genome viewers like the Integrative Genome Viewer (IGV) (30). For IGV, *exportResults* also creates a session in xml format that allows loading all tracks in one click. This provides a convenient way to save and visualize the results of the differential expression analysis, allowing a user-friendly exploration and interpretation of the data generated by the DEA. An example of the graphical output obtained with DiffSegR is displayed in Figure 3.

**Figure 3.**
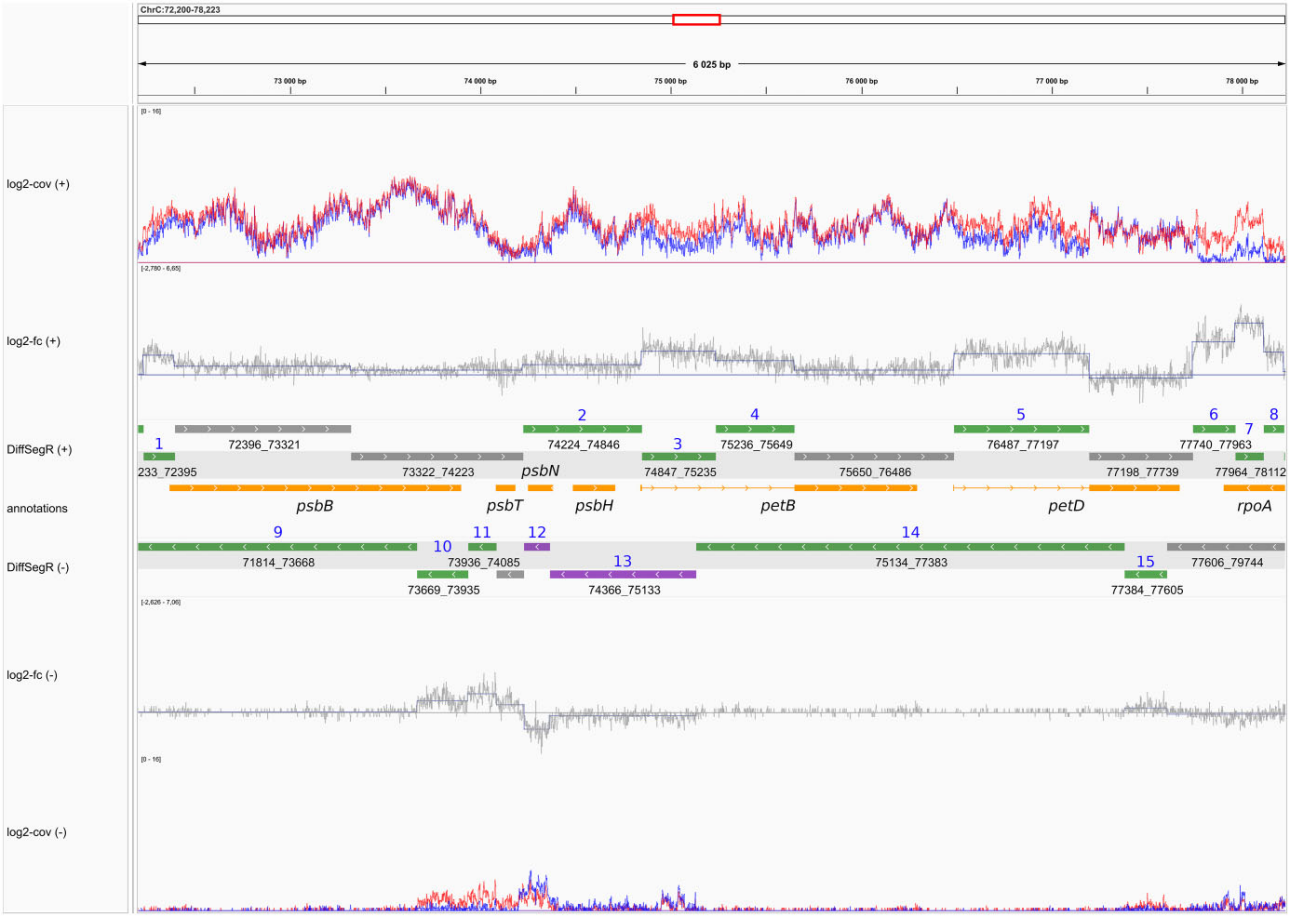
DiffSegR analysis of the *psbB-psbT-psbN-psbH-petB-petD* gene cluster in the *pnp1-1* dataset. The tracks from top to bottom represent: (log_2_-Cov (+)) the mean of coverages on the log_2_ scale for the forward strand in both biological conditions of interest, with the blue line representing the *WT* condition and the red line representing the *pnp1-1* condition; (log_2_-FC (+)) the per-base log_2_-FC between *pnp1-1* (numerator) and WT (denominator) for the forward strand. The straight horizontal line represents the zero indicator. When the per-base log_2_-FC is above or below the zero indicator line, it suggests up-regulation or down-regulation, respectively, in *pnp1-1* compared to *WT*. The changepoint positions are indicated by vertical blue lines, and the mean of each segment is shown by horizontal blue lines connecting two changepoints; (DiffSegR (+)) the differential expression analysis results for segments identified by DiffSegR on the forward strand are presented as follows: up-regulated regions are depicted in green, down-regulated regions in purple, and non-differentially expressed regions in gray; (annotations) the genes provided by users for interpretations. Symmetrically, the remaining tracks correspond to the same data on the reverse strand. DiffSegR finds 8 up-regulated DERs on the forward strand (IDs 1 to 8), 5 up-regulated DERs on the reverse strand (IDs 9 to 11, 14 and 15), and 2 down-regulated DERs on the reverse strand (IDs 12 and 13). Table 1 provides a summary of the molecular validations published for the DERs identified in the *psbB* gene cluster through DiffSegR analysis. The bedGraph and gff3 files used to generate the tracks and the xml file used to load them in IGV were created using the *exportResults* function of the DiffSegR R package. The session was loaded in IGV 2.12.3 for Linux.

### Benchmarking

#### Data and read mapping

The true positive rate (see *Evaluation metrics*) of DiffSegR and competitors were evaluated on two RNA-Seq datasets comparing *Arabidopsis thaliana* control plants (*col0*) to mutants deficient in the PNPase and Mini-III chloroplast ribonucleases (31,37). We refer to these datasets as *pnp1-1* and *rnc3/4*, respectively. In the *rnc3/4* dataset both conditions contained two replicates with about 19.5 million reads each while in the *pnp1-1* dataset, both conditions contained two replicates with about 18.6 million reads each. DiffSegR ability to work on a bacterial genome was evaluated using a RNA-Seq dataset comparing a *Bacillus subtilis* control strain (CCB375 strain) to a mutant deficient for the Rae1 ribonuclease (SSB1002 strain) (38). We refer to this dataset as *Δrae1*. Both conditions contained three replicates with about 14.8 million reads each. The IDEAs dataset used to evaluate the false positive rate (see *Evaluation metrics*) contained ten RNA-Seq replicates of the Col-0 *Arabidopsis thaliana* accession grown in nitrogen deficiency condition with about 32.7 million reads each. 

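For each of the 10 replicates grown under limiting nitrogen, the authors deposited the number of reads counted on each gene, without normalization. The same counts are deposited under the N-sufficient label of the same number, so the files on their own do not settle which nitrogen supply they belong to, and they are described here under the label that the paper uses. Similarity between libraries was described on log2 CPM values scaled by the TMM method of edgeR, with a prior count of 2. Over the 18442 genes with a mean of at least 10 counts, the Pearson correlation across genes of 2 libraries had a median of 0.981 and ranged from 0.962 to 0.991 over all pairs of libraries. The Spearman correlation over the same genes had a median of 0.982 and ranged from 0.961 to 0.992. Over the 131 chloroplast genes that passed the same minimum, the median Pearson correlation was 0.993 (range 0.981 to 0.998) and the median Spearman correlation was 0.989 (range 0.968 to 0.998). These correlations are across genes, which are not independent replicates, so no p-value is given. The common biological coefficient of variation, which is edgeR's estimate of the variation between replicates beyond counting error, was 16.1% ± 1.25 over all genes and 21.6% ± 1.90 over chloroplast genes (jackknife standard error, n = 10). Among the alternatives, keeping every gene with at least 1 count moved the correlation most, to a median Pearson correlation of 0.988 over all genes.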

The plants were grown at the IJPB Phenoscope platform (https://phenoscope.versailles.inrae.fr/) to ensure maximal homogeneity between the replicates (see the GEO database with the accession number GSE234377 for more details). RNA-Seq datasets were aligned to the *Arabidopsis thaliana* chloroplast genome using the OGE pipeline (https://forgemia.inra.fr/GNet/pipelineoge) (39). This pipeline uses the STAR aligner (40). The BAM files corresponding to the aligned *Bacillus subtilis* RNA-Seq dataset were kindly provided by Ciarán Condon. The alignment was performed using the Bowtie aligner (41). These alignments were then used for the downstream analyses. Because DiffSegR is the only evaluated method able to analyze stranded RNA-Seq reads, the BAM files were then split by strand in order to be used by the competing methods and the results for both strands were finally merged.

#### Adjusting method parameters

For the purpose of benchmarking DiffSegR against other methods in terms of true positive rate (see below), one or more parameters likely to change the number and/or the positions of the identified changepoints were adjusted.

- The minimum depth threshold (*minDepth*) is common to derfinder RL and srnadiff. All contiguous positions with mean of coverages above this threshold are kept. For each method, on both datasets, one hundred *minDepth* values evenly spaced within the interval [1,6000] were tested. The default *minDepth* value of derfinder RL and srnadiff are 5 and 10, respectively.
- The minimum log_2_-FC threshold (*minLogFC*) is used by srnadiff to keep only contiguous positions with absolute normalized log_2_-FC above the threshold. For both methods, on both datasets, one hundred *minLogFC* values evenly spaced within the interval [0.1,7] were tested. The default *minLogFC* value of srnadiff is 0.5.
- The emission threshold (*emissionThreshold*) is used by srnadiff to define the HMM states. For both methods, on both datasets, one hundred (*emissionThreshold*) values evenly spaced within the interval [0.09, 0.9] were tested. The default *emissionThreshold* value of srnadiff is 0.1.

For all these comparisons and on both datasets, the DiffSegR hyperparameter *λ* was kept to its default value, *λ*=2. In other analyses, all parameters from the different methods tested were set to their default values.

#### Evaluation metrics

At the end of the segmentation process, each method yields a collection of segments that may or may not correspond to genomic regions with differential expression. Differentially expressed regions (DERs) stand for the largest set of segments with a fold change >1.5 (symmetrically < 2/3) and a false discovery proportion upper bound set to 5%. Both per-segment fold change and *P*-value are estimated using DESeq2 (29). The post-hoc upper bound is obtained by controlling the joint error rate (JER) at significance level of 5% using the Simes family of thresholds implemented in the R package sanssouci (42,43). Unless specified, all methods were compared using these thresholds. All quality control of the DiffSegR results, including a PCA of counts, a dispersion-mean plot and an histogram of *P*-values are available in supplementary data for *pnp1-1* (Supplementary Figures S1-S3), *rnc3/4* (Supplementary Figures S4–S6) and *Δrae1* (Supplementary Figures S7–S9) datasets. For the comparisons on the *pnp1-1* and *rnc3/4* labeled dataset the error *E* was defined as the total number of labels which are not overlapped by at least one DER. A label is a genomic portion whose corresponding transcript has previously been validated by molecular biology techniques to be differentially accumulated in the mutant compared to WT. The genomic coordinates of the labels can be found in Supplementary Tables S1-S2. The true positive rate is given by $TPR = \frac{{N - E}}{N}$ where *N* is the total number of labels. In the blank experiment the replicates of the nitrogen deficiency condition from the IDEAs project were resampled in two groups to test several 2 versus 2, 3 versus 3, 4 versus 4 and 5 versus 5 designs. All the DERs identified are supposed to be false positives. The false positive rate is given by $FPR = \frac{{{\mathrm{number\ of\ DERs}}}}{{{\mathrm{number\ of\ segments}}}}$.

## Results

### Foreword

srnadiff merges the results of a two-level segmentation approach on the per-base *P*-value (srnadiff HMM) and a three-level segmentation approach on the per-base log_2_-FC (srnadiff IR) (Figure 1). Consequently, for the purposes of the following comparisons, we will use srnadiff as a representative tool of the methods following similar strategies, including derfinder SB and RNAprof. In addition, due to the lengthy process of estimating the parameters of the model implemented in parseq (days) (20), comparing this tool with srnadiff, derfinder RL and DiffSegR is beyond the scope of our study.

### Speed and memory comparisons

All the simulations presented here were performed with an Intel Core i7-10810U CPU @ 1.10GHz, 16 Go of RAMs and 10 logical cores. On both chloroplast RNA-Seq datasets, DiffSegR returns results in less than 2 minutes. In comparison, it takes less than 30 s for a standard differential gene expression (DGE) analysis. The identification of segment boundaries using changepoint detection analysis runs in less than a second on both datasets. The slowest step of the DiffSegR pipeline is the construction of the coverage profiles followed later by the segment count table using the featureCounts program and the BAMs files (Supplementary Table S3). Less than 1 Go of RAM is necessary and the peak of memory used is reached at the differential analysis step (Supplementary Table S4).

### DiffSegR facilitates the visualization of DERs

DiffSegR was applied to a RNA-Seq dataset comparing control plants (*col0*) to a mutant deficient in the PNPase chloroplast ribonuclease (*pnp1-1*), a major 3′ processing enzyme (37). When dealing with a gene dense genome like the plastome, annotating a DER using the nearest gene can lead to ambiguities. In this case, visualization of the DERs in a genome viewer, as exemplified for the *psbB-psbT-psbN-psbH-petB-petD* gene cluster (Figure 3), is often the simplest solution. In line with previous molecular studies, DiffSegR identifies 15 DERs, 8 on the forward and 7 on the reverse strand, respectively. For example, the overexpressed segment, in 5′ of the *psbB* gene (DER 1 with genomic positions 72233–72395) matches an area previously shown to over accumulate RNA 5′ ends in *pnp1-1* (45) and the segment 2 overlapping *psbH* and antisense to *psbN* (DER 2 with genomic positions 74224 to 74846) corresponds to various 400–700 nt long RNA isoforms previously characterized in *WT* or *pnp1-1* mutants (37,46–48). The published molecular validations corresponding to the DERs identified in the *psbB* gene cluster by DiffSegR are summarized in Table 1.

**Table 1.** DERs identified by DiffSegR within the gene cluster *psbB-psbT-psbN-psbH-petB-petD* in *pnp1-1* dataset

Strand	Positions	DiffSegR result	Genomic context	ID	Validation
forward	72233–72395	up	*psbB* 5′ ends	1	(45)
forward	74224–74846	up	*psbH*; antisense to *psbN*	2	(37,46–48)
forward	74847–75235	up	*petB* intron	3	(47)
forward	75236–75649	up	*petB* intron	4	(47)
forward	76487–77196	up	*petD* intron	5	(47)
forward	77740–77963	up	*petD* 3′ ends; antisense to *petD-rpoA* intergenic	6	(37,47)
forward	77964–78112	up	*petD* 3′ ends; antisense to *rpoA*	7	(37,47)
forward	78113–78218	up	*petD* 3′ ends; antisense to *rpoA*	8	(37,47)
reverse	71814–73668	up	*psbN* 3′ ends; antisense to *psbB*	9	NA
reverse	73669–73935	up	*psbN* 3′ ends; antisense to *psbB*	10	NA
reverse	73936–74085	up	*psbN* 3′ ends; antisense to *psbB-psbT* intergenic	11	(37)
reverse	74232–74365	down	*psbN*	12	(47)
reverse	74366–75133	down	*psbN* 5′ ends; antisense to *psbH* and *petB*	13	(37)
reverse	75134–77383	up	*rpoA* 3′ ends; antisense to *petB* and *petD*	14	NA
reverse	77384–77605	up	*rpoA* 3′ ends; antisense to *petD*	15	NA

Most DERs are supported by molecular validations described in the literature. Up is for up-regulated and down for down-regulated.

### DiffSegR improves the search for DERs

The ability of DiffSegR and competitor methods derfinder and srnadiff (19,22) to identify DERs was evaluated on two RNA-Seq datasets generated for plants lacking the chloroplast ribonucleases PNPase (see above) and Mini-III (*rnc3/4*) (31,37). In comparison to control plants, these two mutants over accumulate RNA fragments that are mainly located outside of the annotated genic areas and the RNA-Seq data have been extensively validated using molecular techniques (31,32). These validations were used to define 23 labels (17 in *pnp1-1* and 6 in *rnc3/4*) where a DER was expected to be found (list and coordinates of the labels in Supplementary Tables S1-S2). Using its default segmentation hyperparameters (λ=2) DiffSegR identified 434 and 25 DERs in the *pnp1-1* and *rnc3/4* datasets respectively (Supplementary Tables S5-S6; Supplementary Figures S10–S30), including all the predefined labels (TPR = 1). By contrast, srnadiff and derfinder RL identified 16 and 4 labels out of 17 in *pnp1-1* and 4 and 0 labels out of 6 in *rnc3/4* (Table 2). After adjusting the per-base log_2_-FC threshold, only srnadiff was also able to reach a TPR of 1 (Supplementary Figure S31-S34). As expected, standard differential gene expression (DGE) analysis, which relies on known gene annotations and is considered as a routine research tool (3), was unable to identify labels located outside of these annotations, therefore resulting in an TPR of 0. 

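The blank experiment used ribosomal RNA-depleted, stranded libraries of rosettes of the Col-0 accession, grown in soil on an automated phenotyping platform and watered with 2.5 mM nitrate, the limiting supply, for 19 days. The authors aligned the reads with STAR and counted them on genes, and the deposited values are these raw counts for 32744 genes of the nuclear, mitochondrial and chloroplast genomes. The paper's text does not name the options for counting reads that align to several places. Every one of the 32744 values in each N-limiting library equals the value in the N-sufficient library of the same number. The 2 sets were therefore counted as 1 set of 10 libraries, and no comparison between the nitrogen supplies was made. Within the set the libraries are distinct, and the most similar pair, replicates 8 and 9, still had a chi-square of 7.53 per degree of freedom. Total counts ranged from 41423334 to 60323158 per library with a median of 44010088. The mean was 46.0 ± 5.75 M counts (SD, n = 10), whereas the paper gives about 32.7 M reads per replicate; all values here use the deposited counts. Chloroplast genes held 68.3% ± 2.49 of the counts (SD, n = 10), which is 31.4 ± 3.80 M counts per library. A single chloroplast gene held 40.0% ± 2.62 of all counts. For each group size, 100 designs were drawn at random without repeats, and the libraries of each design were compared with DESeq2 on the 133 chloroplast genes, with size factors from these genes. As in the paper's methods, the genes called are the largest set with a fold change above 1.5 and a Simes post-hoc upper bound of 5% on the false discovery proportion, at a joint error rate of 5%. The FPR is the number of genes called divided by the number of genes tested, so that 1 gene called is an FPR of 0.752%. Every call is counted as false on the statement of the paper and the labels that the 10 libraries are replicates of 1 condition; the text describing the series gives 5 biological replicates, and the counts on their own do not settle this. The segments of DiffSegR are built from the alignments, and its own FPR was not analysed here.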

Because the large number of DERs found by DiffSegR could suggest it has a high FPR, we evaluated and compared it to classical DGE analysis (49) using a RNA-Seq dataset containing 10 replicates of the nitrogen deficiency condition. Any DER identified between subsamples of the replicates was therefore considered a false positive. 

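The chloroplast genes called between subsets of the libraries were few and recurred, though hardly with 5 libraries per group. The 100 designs with 2 libraries per group gave 181 calls on 25 distinct genes, and the corresponding 3 versus 3 designs gave 79 calls on 24 genes. The 4 versus 4 designs gave 30 calls on 12 genes, and the 5 versus 5 designs gave 16 calls on 15 genes. The files do not pair the chloroplast identifiers with gene names. The gene called most often, ATCG00220, was called in 30 of the designs over all 4 group sizes, and ATCG00590 followed with 29. The normalized count of ATCG00220 was 17889 ± 10127 (SD, n = 10), a coefficient of variation of 56.6%, and ran from 4436 in replicate 6 to 32562 in replicate 9, with no library between 10019 and 23656. The normalized count of ATCG00590 was 8114 ± 4384 (SD, n = 10), a coefficient of variation of 54.0%, with the same lowest and highest replicates. ATCG00150 and ATCG00360 varied least among the 128 chloroplast genes with a mean of at least 100 counts, with coefficients of variation of 4.50% and 4.69%, and neither was called in any design. The median coefficient of variation of the 128 genes was 14.4%. The largest, 95.8%, belonged to 2 genes with equal counts in every library, each called in 19 designs. In 15 pairs of chloroplast genes, the counts of both members differed by less than 0.1 of the sampling SD in every library, and in 8 of these pairs they were equal throughout. The members of a pair were called together in all 34 cases in which one of them was called in a 2 versus 2 design, and pair members made up 37.6% of the calls there, so these calls are not independent of each other. With 3, 4 and 5 libraries per group, pair members made up 38.0%, 73.3% and 37.5% of the calls. All of these calls fell on pairs with coefficients of variation of 95.8%, 44.0% and 35.7%. No member of the other pairs was called in any design, so being in a pair did not by itself lead to calls.

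**Figure D1:**
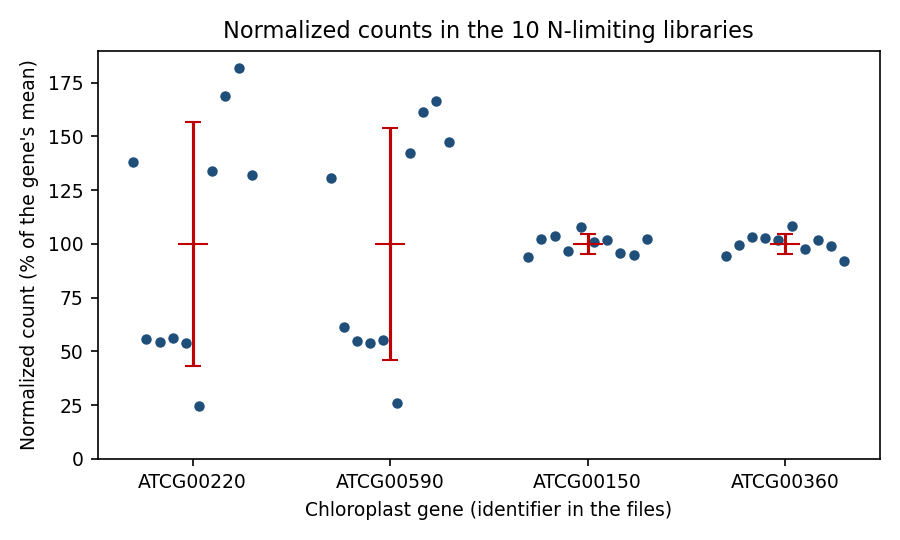
Normalized counts of 4 chloroplast genes in the 10 N-limiting libraries, as a percent of each gene's mean. Points are libraries, in order of replicate number from 1 on the left to 10 on the right of each gene, and the bars give the mean and the SD. The 2 genes called most often spread with coefficients of variation of 56.6% and 54.0%, and the 2 least variable genes with 4.50% and 4.69%.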

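With 5 libraries per group, no chloroplast gene was called in 95% of the 100 designs (Wilson 95% interval from 88.8% to 97.8%), and in the median design 2 genes had an unadjusted p-value under 0.05. The FPR was below 2.5% in 99.0% of the designs (94.6% to 99.8%). These intervals cover counting error only, since the designs share libraries. Of the 16 calls over all designs, 8 came from a single design that set replicates 1, 7, 8, 9 and 10 against replicates 2, 3, 4, 5 and 6 and had an FPR of 6.02%. The normalized counts of ATCG00220 are higher in each library of the first of these groups than in any of the second, so that these calls are false positives only if the 10 libraries are indeed replicates of 1 condition. Among the alternatives, testing all genes with a mean of at least 10 counts moved the share of designs without a call most, to 77.5% of 40 designs, while 97.5% of these designs stayed below an FPR of 2.5%.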

The empirical cumulative distribution functions (eCDFs) of the FPR for both DiffSegR and the DGE analysis were similar when using the 5 versus 5 designs. 

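With 2 libraries per group, 80.0% of the 100 designs had an FPR below 2.5% (Wilson 95% interval from 71.1% to 86.7%), and 66.0% had no gene called (56.3% to 74.5%). In the median design, 7 of the 133 genes had an unadjusted p-value under 0.05. The FPR was above 5% in 12 designs and reached 11.3%, or 15 genes, in the design that set replicates 1 and 7 against replicates 3 and 5. The mean FPR was 1.36%. With the quasi-likelihood test of edgeR at the same thresholds, 87.0% of the same designs were below 2.5% and 82.0% had no gene called. With all genes tested in 40 of the designs, 100% were below 2.5% but 17.5% had no gene called.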

For the 2 versus 2 designs, approximately 90% and 80% of the designs resulted in <2.5% of FPR with DiffSegR and traditional DGE respectively (Figure 4). These observations confirm that the FPR is not inflated in the results of DiffSegR (see Supplementary Figure S35 for 3 versus 3 and 4 versus 4 designs).

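The intermediate group sizes lay between these. With 3 libraries per group the FPR was below 2.5% in 93.0% of the 100 designs (Wilson 95% interval from 86.3% to 96.6%) and 0 in 76.0% (66.8% to 83.3%). With 4 per group it was below 2.5% in 98.0% (93.0% to 99.4%) and 0 in 90.0% (82.6% to 94.5%). In the median design of each of these sizes, 2 genes had an unadjusted p-value under 0.05. The mean FPR fell with the group size, from 1.36% with 2 libraries per group to 0.594% with 3, 0.226% with 4 and 0.120% with 5. These means rest on few designs and move with single libraries. With each replicate left out in turn, the mean ran from 1.03% to 1.74% with 2 libraries per group, from 0.205% (without replicate 10) to 1.16% (without replicate 9) with 3 and from 0 (without replicate 1) to 0.501% (without replicate 4) with 4. Without replicate 10 it rose from 0.205% with 3 libraries per group to 0.396% with 4, and without replicate 4 from 0.451% to 0.501%. With all genes tested, the mean did not fall with each step in size and was 0.0662%, 0.257%, 0.0265% and 0.130%. For all genes, the Wilson 95% intervals of the share below 2.5% overlap, with 91.2% to 100% for 2 libraries per group and 87.1% to 99.6% for 5. Those of the share without a call do not, with 8.75% to 31.9% for 2 libraries per group and 62.5% to 87.7% for 5. For the chloroplast genes, the intervals of the smallest and the largest size do not overlap, for either share of designs. The largest FPR of a design was 7.52% with 3 libraries per group and also with 4. The 5 designs with the most calls held 32.6% of all calls with 2 libraries per group, 51.9% with 3 and 66.7% with 4. These values are for DGE alone. From the comparison of its curves for DGE with those for DiffSegR (Figure 4), the paper concludes that the FPR of DiffSegR is not inflated.

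**Figure D2:**
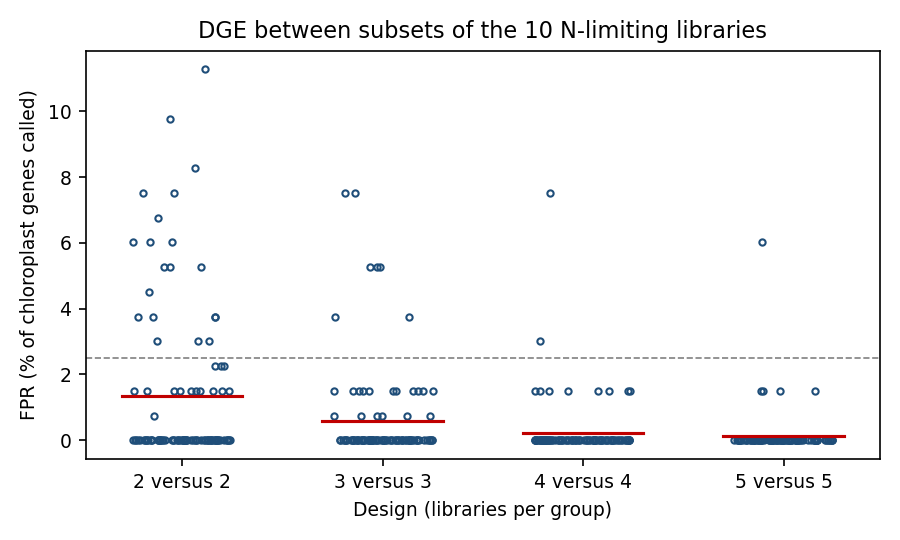
FPR of DGE between subsets of the 10 N-limiting libraries, as the percent of the 133 chloroplast genes called, by the number of libraries per group. Each circle is 1 of 100 designs, shifted sideways at random, the short horizontal bars give the mean (1.36%, 0.594%, 0.226% and 0.120%) and the dashed line is 2.5%.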

**Table 2.** Comparison of the true positive rates (TPRs) for DiffSegR, srnadiff and derfinder RL methods on the *pnp1-1* (17 labels) and *rnc3/4* (6 labels) datasets

**Dataset**	**Method**	**TPR**
*pnp1-1*	DiffSegR	1 (17/17)
*pnp1-1*	srnadiff	0.94 (16/17)
*pnp1-1*	derfinder RL	0.24 (4/17)
*rnc3/4*	DiffSegR	1 (6/6)
*rnc3/4*	srnadiff	0.67 (4/6)
*rnc3/4*	derfinder RL	0 (0/6)

Each method is executed using its default segmentation hyperparameters.

**Figure 4.**
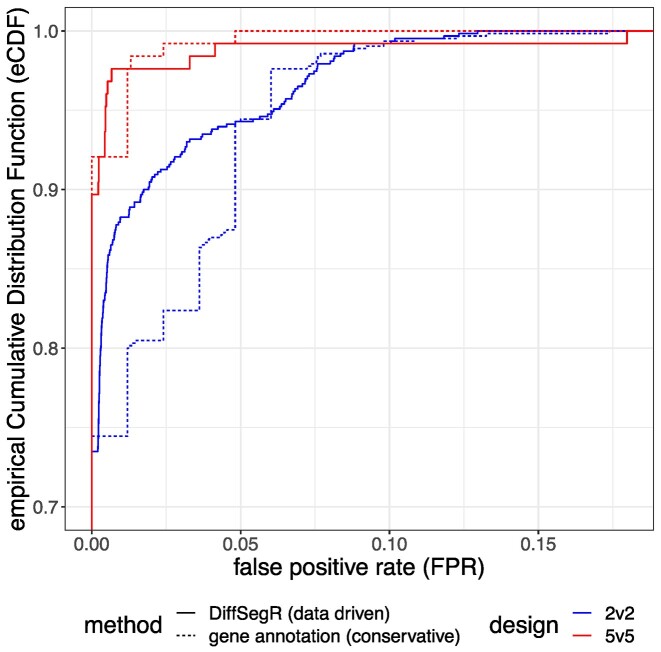
Comparison of the empirical cumulative distribution functions (eCDFs) of the False Positive Rate (FPR) from DiffSegR and the Differential Expression analysis within Gene annotations (DGE). The eCDFs of FPRs from DiffSegR (solid curves) and DGE (dashed curves) methods are compared by re-sampling two groups from 10 biological replicates of the same nitrogen deficiency condition in the IDEAs dataset. The figure displays results for group sizes of 2 (blue curves) and 5 (red curves) (see Supplementary Figure S35 for 3v3 and 4v4 designs). The eCDF represents the proportion of comparisons (y-axis) with fewer false positives than a specified percentage (x-axis). The eCDF analysis demonstrates that the FPR in DiffSegR results is not inflated compared to the widely-used DGE approach.

### DiffSegR better captures the differential landscape

Because derfinder RL and srnadiff use a two- or three-level segmentation model they are susceptible to merge in a single DER various contiguous segments having different log_2_-FC. As a consequence, distinct DER events stemming from distinct RNA maturation processes could be wrongly associated together (Note S4 and Supplementary Figure S43). In contrast, DiffsegR segments the mean of the per-base log_2_-FC without making any assumption on the number of levels. It should therefore be able to distinguish between contiguous DER events, leading to shorter DER than the other methods. We therefore compared the length distribution of DERs identified by DiffSegR, srnadiff and derfinder RL. In agreement with our expectation, the DERs identified by DiffSegR are on average smaller than those identified by its competitors in both the *pnp1-1* and *rnc3/4* datasets (Figure 5). Respective median sizes are equal to 211 and 455 nt for DiffSegR and srnadiff (*P*-value < 2.2 × 10^−16^, Mann–Whitney *U* test) in *pnp1-1*. In *rnc3/4* respective median lengths are equal to 15 and 97 nt (*P*-value = 0.0362, Mann–Whitney *U* test) (Figure 5A). An identical trend can be observed between DiffSegR and derfinder RL. In *pnp1-1* respective median sizes are equal to 220 and 826 nt (*P*-value < 2.2 × 10^−16^, Mann–Whitney *U* test). In *rnc3/4*, derfinder fails to detect DERs, accounting for the absence of overlapping DERs between DiffSegR and derfinder RL in this particular dataset (Figure 5.B). We conclude that srnadiff and derfinder RL indeed merge neighboring DERs with different log_2_-FC.

**Figure 5.**
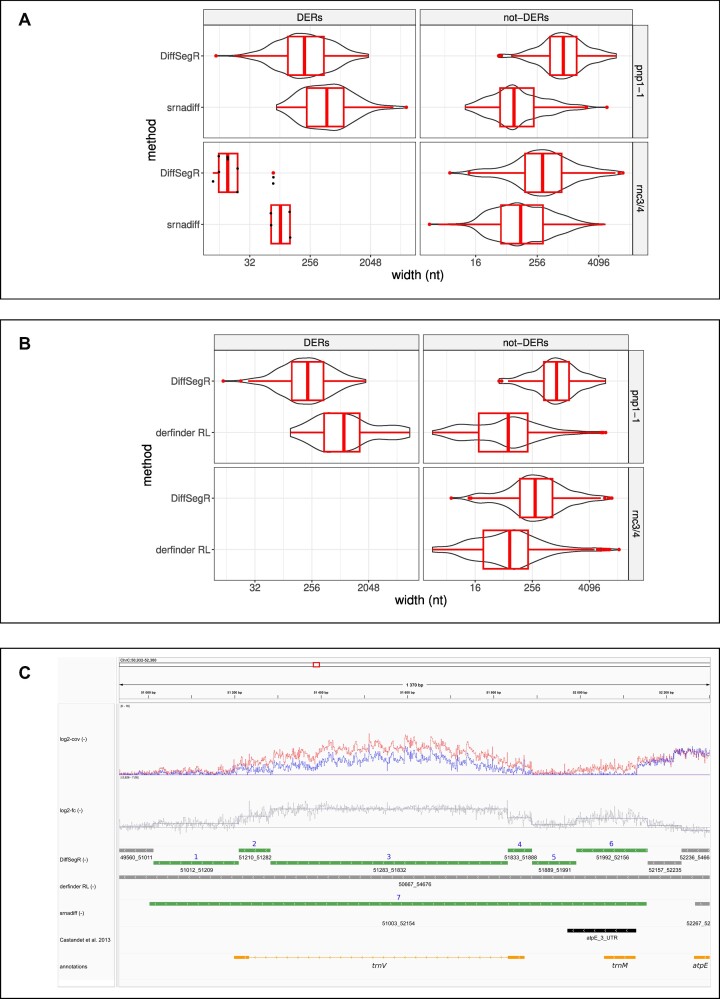
Comparisons of DERs and not-DERs lengths between DiffSegR, derfinder RL and srnadiff on *pnp1-1* and *rnc3/4* datasets. **(A)** The length distribution of DERs and not-DERs identified by DiffSegR and srnadiff are shown using both boxplot and violin plot. Only overlapping (not-)DERs between the compared methods are kept. A (not-)DER of method DiffSegR is considered overlapping either if it covers 90% of a (not-)DER of srnadiff or if 90% of it is covered by a DER of method srnadiff. When there are fewer than 20 overlapping DERs or not-DERs, the violin plot is replaced by a dot plot. **(B)** Similar comparisons were made between DiffSegR and derfinder RL methods. Derfinder does not identify DERs in *rnc3/4*, which explains the lack of overlap between DiffSegR DERs and derfinder RL DERs in this dataset. **(A, B)** In both datasets, DiffSegR not-DERs are on average longer than srnadiff not-DERs and derfinder RL not-DERs. Additionally, DiffSegR DERs are on average smaller compared to srnadiff DERs and derfinder RL DERs (Mann-Whitney U test). **(C)** Comparison of DiffSegR, derfinder RL, and srnadiff analyses for the *trnV* gene and the 3′ ends of *atpE*, located on the reverse strand of the chloroplast genome. The tracks are defined as depicted in Figure 3, and further enhanced by incorporating the results from the derfinder RL and srnadiff analyses. DiffSegR identifies 6 up-regulated DERs (IDs 1–6). derfinder RL fails to detect any DERs within this region. Lastly, srnadiff discovers a singular DER (ID 7).

Moreover, derfinder RL directly segments the mean of coverages and is therefore susceptible to split regions that are not differentially expressed into distinct segments (Note S5 and Supplementary Figure S44). This is because the shape of the transcriptional signal is strongly influenced by numerous biological and technical factors that are not directly related to *bona fide* transcriptional differences (50). In contrast, DiffSegR uses the per-base log_2_-FC that is largely unaffected by the underlying transcriptional coverage. This is because local variations in coverage are reproducible and cancel out when taking the difference of the log_2_(log_2_-FC) (Supplementary Figure S36). As a consequence, we expect DiffSegR to return not-DER longer than derfinder RL. We therefore compared the length distribution of not-DERs identified by DiffSegR, srnadiff and derfinder RL in both *pnp1-1* and *rnc3/4* datasets. Figure 5 shows that the not-DERs identified by DiffSegR are indeed on average longer than those identified by its competitors. Respective median sizes are equal to 833 and 80 nt for DiffSegR and srnadiff (*P*-value < 2.2 × 10^−16^, Mann–Whitney *U* test) in *pnp1-1*. In *rnc3/4* respective median lengths are equal to 294 and 86 nt (*P*-value < 2.2 × 10^−16^, Mann–Whitney *U* test) (Figure 5A). An identical trend can be observed between DiffSegR and derfinder RL. In *pnp1-1* respective median sizes are equal to 833 and 80 nt (*P*-value < 2.2 × 10^−16^, Mann–Whitney *U* test). In the *rnc3/4* dataset, respective median lengths are equal to 327 and 122 nt (*P*-value < 2.2 × 10^−16^, Mann–Whitney *U* test) (Figure 5B). We conclude that both srnadiff and derfinder RL over-segment regions that are not differentially expressed in comparison to DiffSegR.

### DiffSegR can be used on sparser genomes

Sparsity refers to the fraction of a genomic region with a null RNA-Seq coverage and is known to cause artifacts in statistical analyses (51). Because the two plant chloroplasts RNA-Seq datasets previously used have a low sparsity ranging from 0.42 to 0.57 we tested DiffSegR on a *Bacillus subtilis* RNA-Seq dataset previously used to decipher the role of the Rae1 ribonuclease (38) and whose sparsity ranged from 0.79 to 0.82 between the different replicates. Using standard differential expression analysis, Leroy *et al.* identified 46 mRNAs and ncRNAs as significantly up-regulated in the *rae1* mutant (*q*-value < 0.05 & fold change > 1.5) and eventually selected seven of them (*S1025*, *S1024*, *S1026*, *yrzI*, *bmrC*, *bmrD*, *bglC*) as candidates for direct degradation by Rae1. DiffSegR returned significant up-regulated DERs overlapping 45 of the 46 genes identified by Leroy *et al.* including the seven candidates of interests (Supplementary Figures S37–S39). In addition, DiffSegR returned significantly up-regulated DERs overlapping 60 other genes (Supplementary Tables S7 and S8). A striking feature was however the over-representation of very short DERs. The five most abundant ones were indeed 4 (6.5%), 6 (6.4%), 5 (5.9%), 2 (5.6%) and 8 (5.4%) nt long while the five most abundant ones in the *pnp1-1* dataset were 55 (1.7%), 73 (1.7%), 83 (1.1%), 204 (1.1%), 56 (0.8%) nt long.

## Discussion

### DiffSegR is a straightforward solution to the DERs detection problem

We here introduced DiffSegR, an R package that allows the discovery of transcriptome-wide expression differences between two biological conditions using RNA-Seq data (Figure 2). While standard RNA-Seq differential analyses rely on reference gene annotations and therefore miss potentially meaningful DERs, DiffSegR directly identifies the boundaries of DERs without requiring any annotation. Unlike its competitors, DiffSegR is designed to analyze stranded RNA-Seq reads, therefore allowing the identification of transcriptional differences on both the forward and reverse strands. This is an invaluable asset when considering the pervasiveness of antisense transcripts (52–54). The output generated by DiffSegR can be easily loaded into the Integrative Genomics Viewer (IGV), providing a user-friendly platform for the exploration and interpretation of the results (Figure 3).

Like other methods willing to automatically identify transcription differences along the genome, DiffSegR addresses a well-defined statistical problem known as the multiple changepoints detection or segmentation problem. Among the many algorithmically and statistically well-established methods that have been developed to tackle this problem (55,56), DiffSegR uses FPOP (28). This method relies on a Gaussian model to detect changes in the mean of a signal. The computation time of FPOP is log-linear in the signal length, making it time efficient (Supplementary Table S3). FPOP is statistically grounded (33,57), and has been shown to be effective in numerous simulations (28,55) and genomic applications (26,27,58). Another advantage of FPOP is that it only has one parameter (the penalty), therefore simplifying calibration and interpretation.

A key feature of DiffSegR is the use of the per-base log_2_-FC signal for segmentation analysis, a strategy that carries three main advantages. First, it scales with the intensity of the difference up to a normalization constant. Second, it discriminates between up-regulated and down-regulated DERs and third, it is largely insensitive to local variations in coverage as they are reproducible (Supplementary Figure S36) and cancel out when taking the difference of the logs (log_2_-FC). Moreover, in contrast to the two-level (DER and not-DER or expressed and not-expressed) and three-level (up-regulated DER, down-regulated DER, not-DER) segmentation models used by other approaches (Figure 1), FPOP does not make any assumptions on the number of levels in the log_2_-FC and can effectively distinguish between adjacent DERs that involves distinct RNA maturation processes. As a consequence DiffSegR detects fewer changes in non-differential regions but detects more segments in DERs than its competitors (Figure 5). This suggests that DiffSegR is able to effectively summarize the data, providing a detailed and accurate representation of the differential landscape while being more selective in its analysis of not-DERs.

### DiffSegR accurately captures the differential landscape

DiffSegR finds all the extended 3′ and 5′ ends of transcripts, as well as accumulated antisense RNA, in RNA-Seq labeled datasets *pnp1-1* and *rnc3/4*. These labels were previously verified through molecular techniques, and DiffSegR was able to identify them with its default settings, while none of the competitors tested were able to do so. However, the use of the same dataset twice in DiffSegR (and its competitors), a procedure so-called double dipping, first for segmentation and then for differential analysis may result in an inflated false positive rate (59–61). We therefore verified that the FPR of DiffSegR is similar to standard DGE analysis using a blank experiment (Figure 4). A possible explanation to the observed robustness is the fact that DiffSegR uses different aspects of the data in its two steps: while the segmentation uses the per-base log_2_-FC, the DEA relies on normalized counts, per-segment log_2_-FC, and dispersion. The last three parameters are estimated by DESeq2.

We are therefore confident that the numerous DERs identified outside of the predefined labels in the two chloroplastic RNA-Seq datasets represent *bona fide* DERs. For example, 387 out of the 434 DERs identified in the *pnp1-1* RNA-Seq experiment did not overlap labels. While an exhaustive molecular validation of these 387 segments is beyond the scope of this study, numerous evidences suggest they are accurate. Specifically, DiffSegR identifies 72 DERs overlapping all the 25 plastid introns in the PNPase mutant, a feature previously shown to reflect a lack of intron degradation following splicing in the mutant (47). Neither srnadiff nor derfinder RL were able to capture this feature entirely. Another example suggesting that DiffSegR does not over-segment the differential transcription profile is displayed for genomic area 51012–52156 in Figure 5.C. While it is not differentially expressed according to derfinder RL, srnadiff considers it as a single DER (DER 7 with genomic positions 51003–52154) and DiffSegR identifies 6 contiguous different DERs within it. The multiplicity of DERs identified by DiffSegR seems to better reflect the shape of the log_2_-FC and is also consistent with the known roles of the PNPase in transcript 3′ end maturation (DER 1 with genomic positions 51012–51209 and DER 6 with genomic positions 51992–52156 for *trnV* and *atpE*, respectively) or the degradation of tRNA 5′ precursor (DER 5 with genomic positions 51889–51991 for *trnV*) (32). Finally, both *trnV* exons over accumulate (DERs 2 and 4 with genomic positions 51210–51282 and 51833–51888, respectively) in the mutant, along with the corresponding intron (DER 3 with genomic positions 51283–51832). The segmentation in three different DERs is, once again, an accurate interpretation of the two different biological mechanisms targeting tRNAs and introns in the mutant (47,62).

### Larger genomes with more zeroes

DiffSegR is also effective and powerful on genomes larger and more complex than the chloroplast. It effectively identified the two RNA locations that have been shown to be degraded by the Rae1 endoribonuclease in *Bacillus subtilis* (38,63). This illustrates one of the big advantages of DiffSegR, it can be easily used to narrow down the number of genomic regions worth investigating. From the 4.2 Gb *Bacillus* genome it identified 1833 regions (Supplementary Table S7) that contained the two known cleavage sites, a number that is compatible with the workforce of most research teams. It is however true that the segmentation model used by DiffSegR may result in an over segmentation in profiles containing many base pairs with a null coverage. This could be problematic when addressing even larger genomes, like nuclear ones, and prevent interpretability of the results.

A straightforward solution would be to apply DiffSegR to smaller portions of the genome, only keeping the ones with sufficient coverage. This however comes with issues of its own as (i) identifying those genomic portions is a segmentation problem itself, multiplying the genomic areas complexifies selection, and (ii) this leads to a *triple-dipping* problem as the data is used three times (identification of the genomic area, segmentation within the genomic area and differential expression analysis). Alternative strategies would be to integrate more advanced segmentation methods already available. More specifically, we believe it could be useful to (i) weight the base pair according to its coverage (using a weighted version of FPOP, (64)), (ii) consider full length reads at the prize of modeling auto-correlation (65), and (iii) model the discrete nature of the data using a negative binomial model (66).

## Conclusion

In conclusion, DiffSegR is a powerful tool that provides researchers with a systematic and accurate way to discover expression differences between two conditions using RNA-Seq data, without the need for prior annotations. Because it is designed to compare two conditions, we believe that DiffSegR has the potential to change the way researchers approach differential expression analysis, especially considering the wealth of RNA-Seq based strategies aimed at capturing specific events (67). For example, it has already been used on RNA immunoprecipitation sequencing data to study translation initiation in plant mitochondria (68). We anticipate it could similarly be used to find newly transcribed RNAs compared to mature RNA control in nascent RNA analysis (69), to find differences in ribosome bound RNA in translatome analysis (70) or to discriminate structured (double-stranded RNA) from unstructured RNAs in structurome analysis (71). We expect that the use of DiffSegR will lead to new discoveries and insights in the field of transcriptomic.

## Supplementary Material

lqad098_Supplemental_Files Click here for additional data file.

## Data Availability

The latest version of the DIffSegR R package is available at https://aliehrmann.github.io/DiffSegR/index.html and https://zenodo.org/doi/10.5281/zenodo.10017833. The package includes a Vignette which shows on a minimal example how to use the main functions. Raw sequences for the *rnc3/4* dataset have been retrieved from the BioProject database with the accession number PRJNA268035. Raw sequences for the *pnp1-1* dataset have been retrieved from the SRA database with the accession number SRA046998. Raw sequences for the nitrogen deficiency condition from the IDEAs dataset are available at GEO database with the accession number GSE234377. Raw sequences for the *Δrae1* dataset can be accessed from the GEO database with the number GSE93894. The scripts used to generate the figures/tables from this manuscript and figures/tables from the Supplementary Materials are available at https://github.com/aLiehrmann/DiffSegR_paper and https://zenodo.org/doi/10.5281/zenodo.10017833.

# Supplementary material for: DiffSegR: an RNA-seq data driven method for differential expression analysis using changepoint detection
**Source:** NAR Genom Bioinform. 2023 Nov 6;5(4):lqad098. doi: 10.1093/nargab/lqad098
**Supplement:** lqad098_Supplemental_Files

# Supplementary Materials for

## DiffSegR: An RNA-Seq data driven method for differential expression analysis using changepoint detection

Arnaud Liehrmann <sup>\*1,2,3</sup>, Etienne Delannoy <sup>1,2</sup>, Alexandra Launay-Avon <sup>1,2</sup>, Elodie Gilbault <sup>4</sup>,  
Olivier Loudet <sup>4</sup>, Benoît Castandet <sup>\*1,2</sup> and Guillem Rigai <sup>\*1,2,3</sup>

### **The supplementary file includes:**

Figures S1 to S39;

Notes S1 to S5 containing the supplementary Table S9 and the supplementary

Figures S40 to S44;

## Supplementary Figures S1 to S39

---

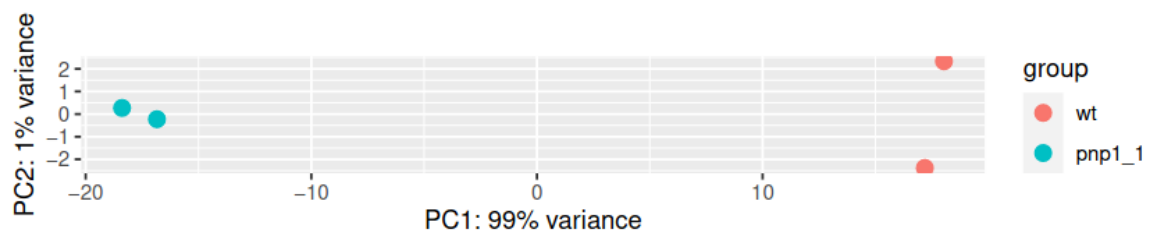

**Figure S1:** PCA of transformed counts from *pnp1-1* RNA-Seq experiment analyzed with DiffSegR. The biological replicates cluster well by condition on PC1.

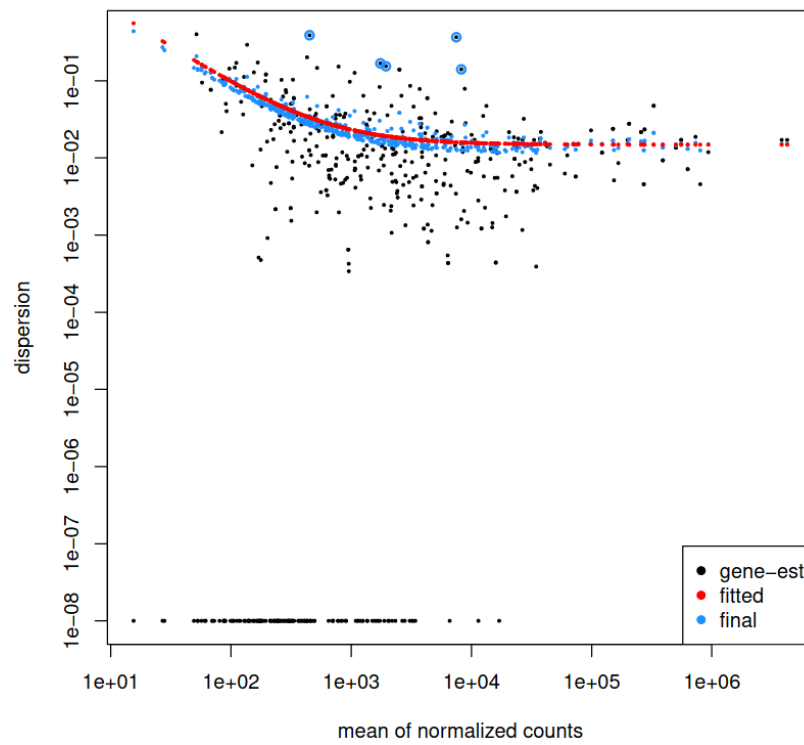

**Figure S2:** Dispersion-mean plot from *pnp1-1* RNA-Seq experiment analyzed with DiffSegR. The plot shows a characteristic dispersion-mean trend for RNA-Seq data.

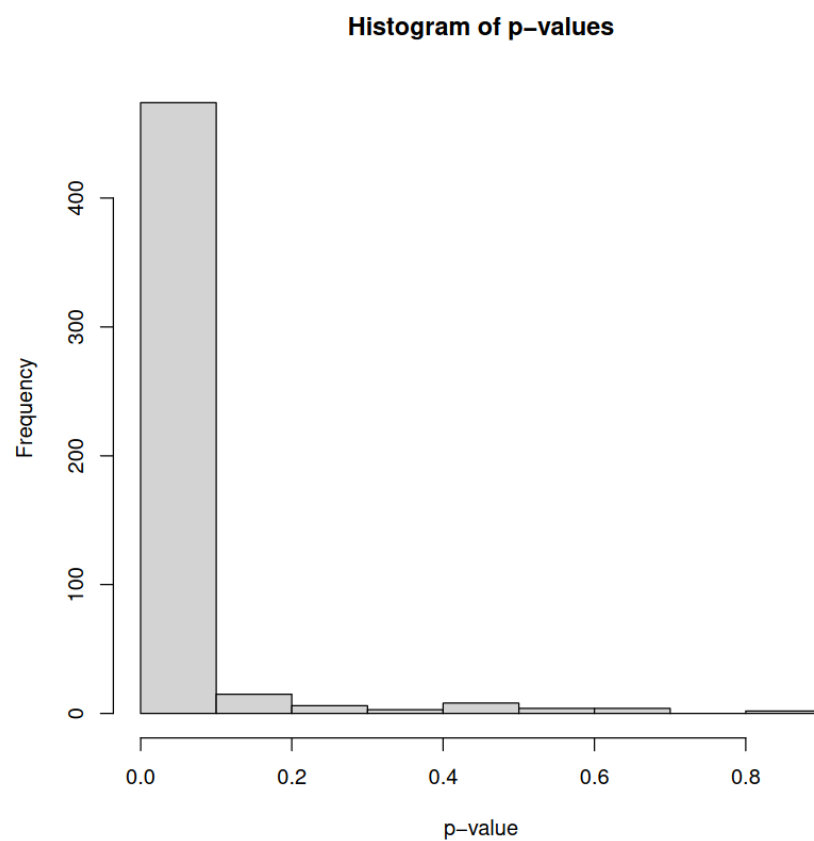

**Figure S3:** Histogram of p-values from *pnp1-1* RNA-Seq experiment analyzed with DiffSegR. The histogram does not show oddity.

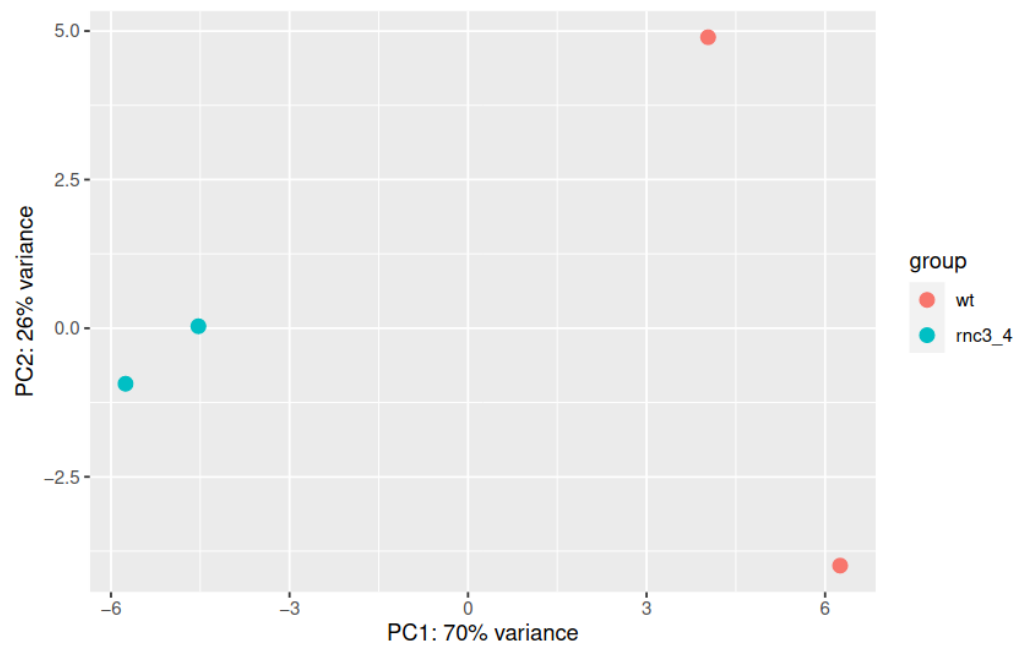

**Figure S4:** PCA of transformed counts from *mnc3/4* RNA-Seq experiment analyzed with DiffSegR. The biological replicates cluster well by condition on PC1.

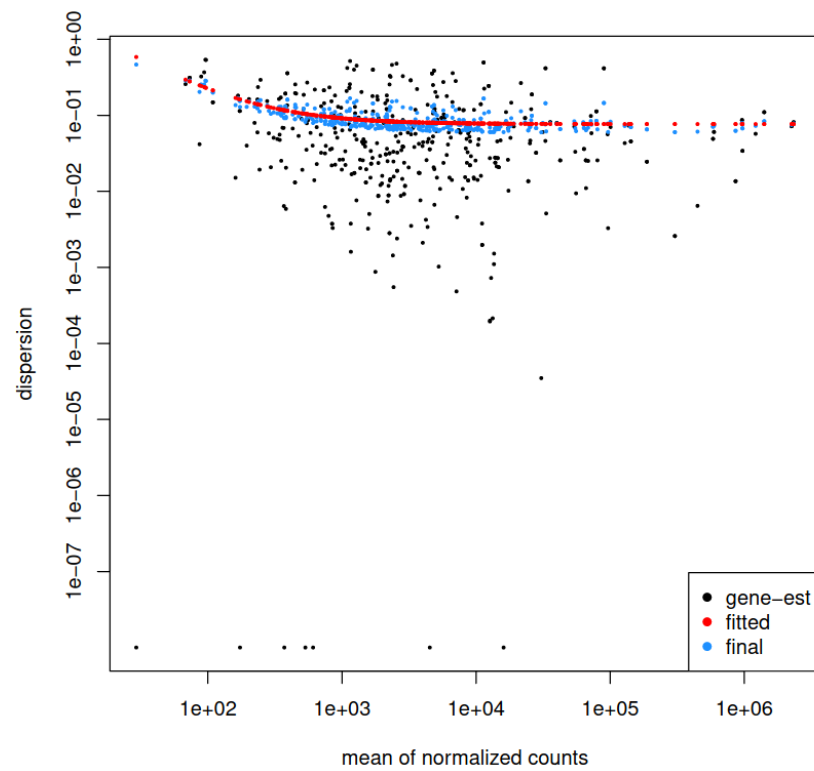

**Figure S5:** Dispersion-mean plot from *rnc3/4* RNA-Seq experiment analyzed with DiffSegR. The plot shows a characteristic dispersion-mean trend for RNA-Seq data.

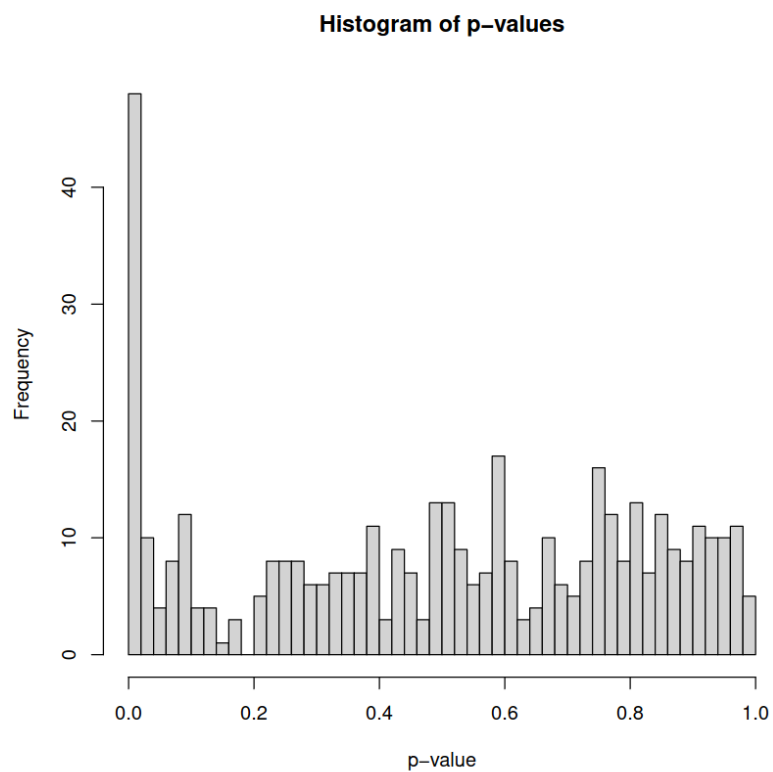

**Figure S6:** Histogram of p-values from *rnc3/4* RNA-Seq experiment analyzed with DiffSegR. The histogram does not show oddity.

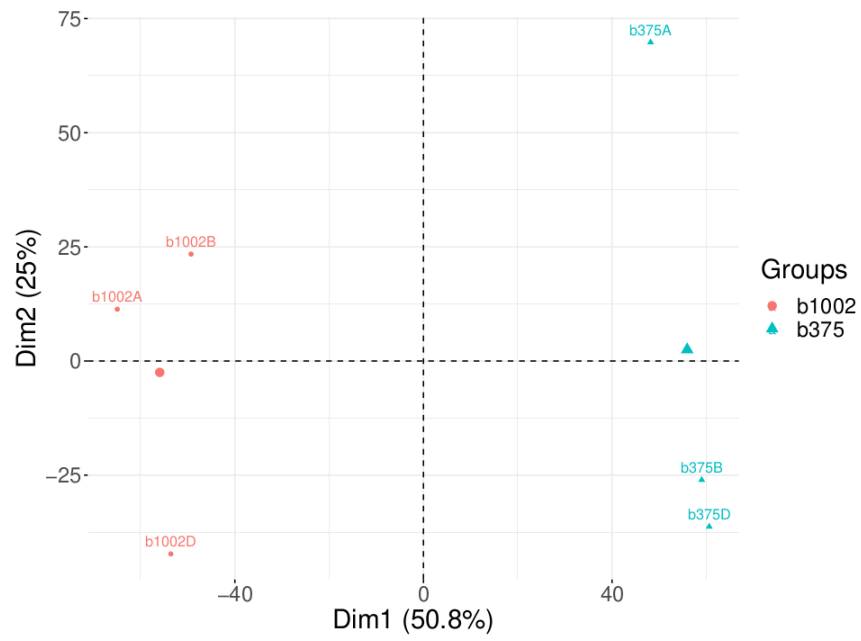

**Figure S7:** PCA of transformed counts from  $\Delta rae1$  RNA-Seq experiment analyzed with DiffSegR. The biological replicates cluster well by condition on Dim1.

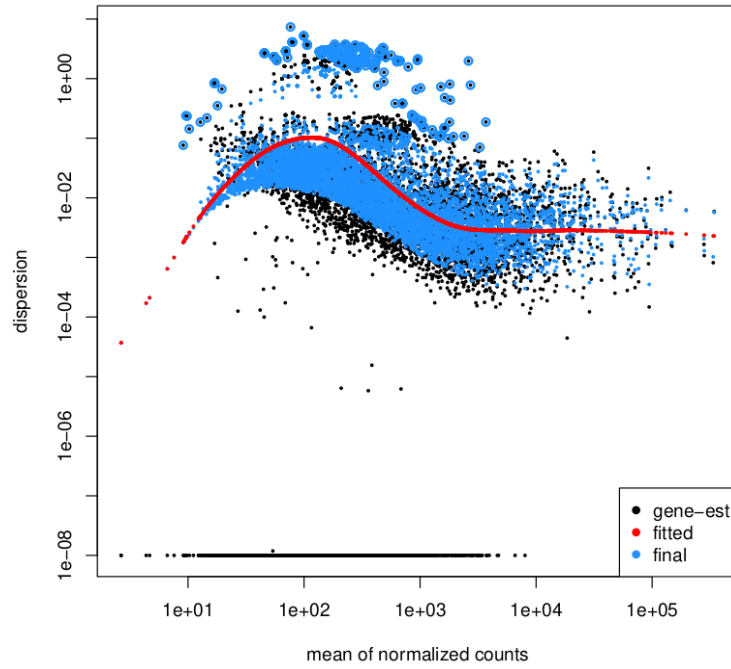

**Figure S8:** Dispersion-mean plot from  $\Delta rae1$  RNA-Seq experiment analyzed with DiffSegR. The dispersion of small counts is negatively biased. Small counts can be filtered out during the preprocessing step.

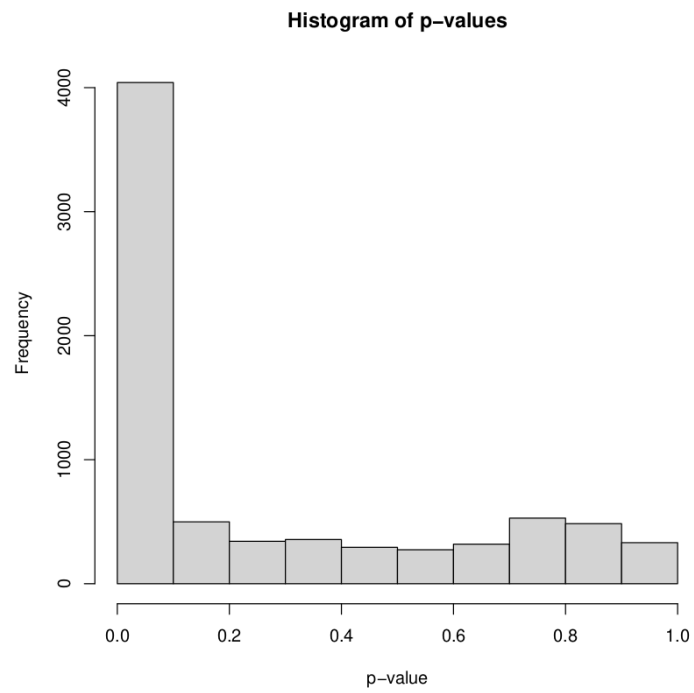

**Figure S9:** Histogram of p-values from  $\Delta rae1$  RNA-Seq experiment analyzed with DiffSegR. The histogram does not show oddity.

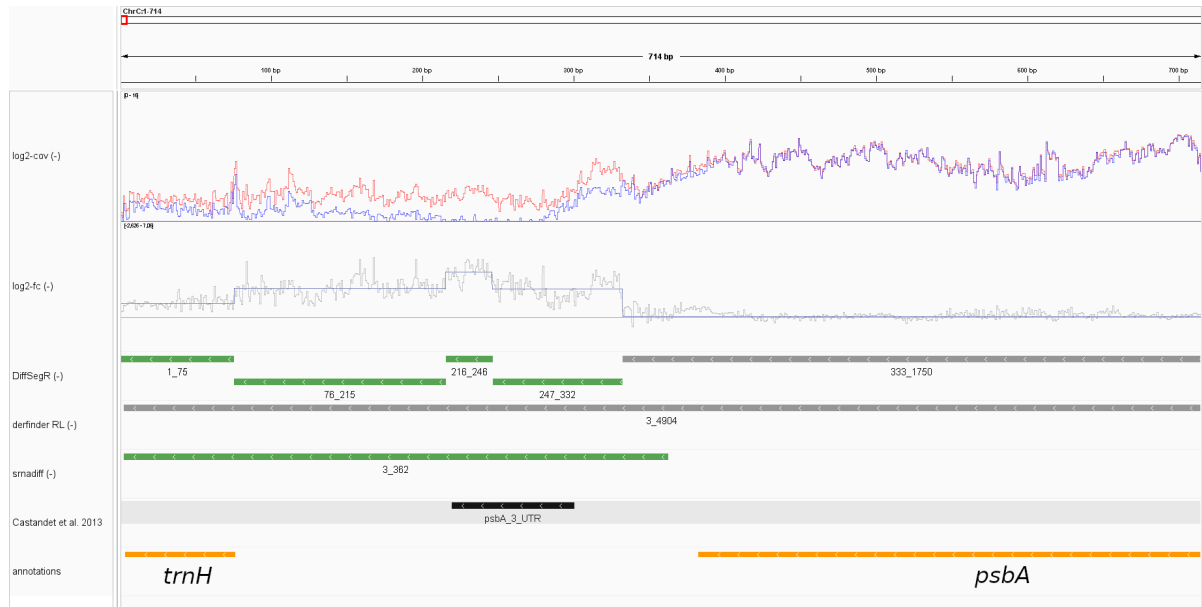

**Figure S10:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 1 to 714 on the reverse strand in the *pnp1-1* dataset. The tracks from top to bottom represent: (log2-Cov (-)) the mean of coverages on the log2 scale for the reverse strand in both biological conditions of interest, with the blue line representing the WT condition and the red line representing the *pnp1-1* condition; (log2-FC (-)) the per-base log2-FC between *pnp1-1* (numerator) and WT (denominator) for the reverse strand. The straight horizontal line represents the zero indicator. When the per-base log2-FC is above or below the zero indicator line, it suggests up-regulation or down-regulation, respectively, in *pnp1-1* compared to WT. The changepoint positions are indicated by vertical blue lines, and the mean of each segment is shown by horizontal blue lines connecting two changepoints; (DiffSegR (-)) the differential expression analysis results for segments identified by DiffSegR on the reverse strand are presented as follows: up-regulated regions are depicted in green, down-regulated regions in purple, and non-differentially expressed regions (non-DEs) in gray. (derfinder RL (-)) the derfinder RL results in the same format as the previous track; (srnadiff (-)) the srnadiff results in the same format as the previous track. (Castandet et al. 2013) the labels of differentially accumulated RNAs in *pnp1-1* compared to WT based on molecular biology validations described in Castandet et al. 2013; (annotations) the genes annotations. The bedGraph and gff3 files used to generate the tracks and the xml file used to load them in IGV were created using the *exportResults* function of the DiffSegR R package. The session was loaded in IGV 2.12.3 for Linux.

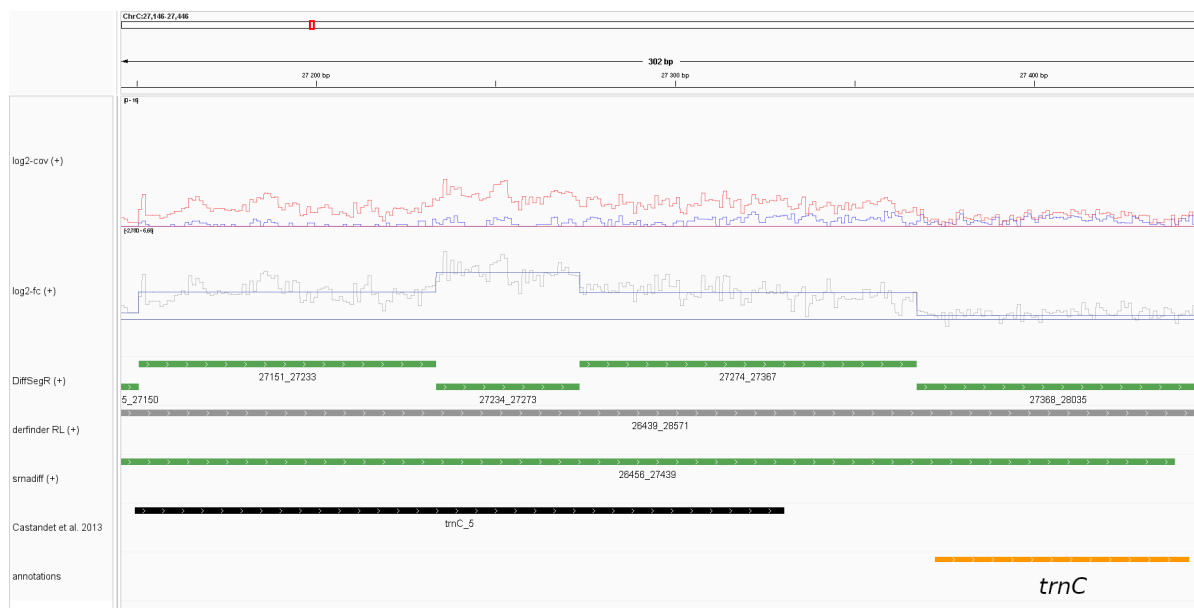

**Figure S11:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 27,146 to 27,446 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

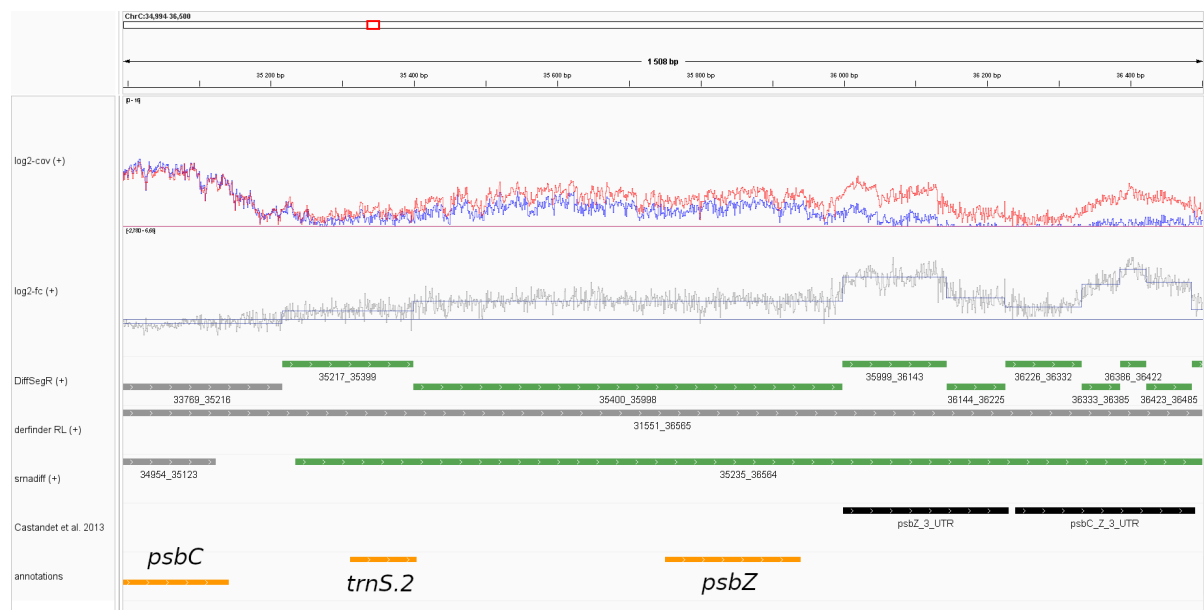

**Figure S12:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 34,994 to 36,500 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

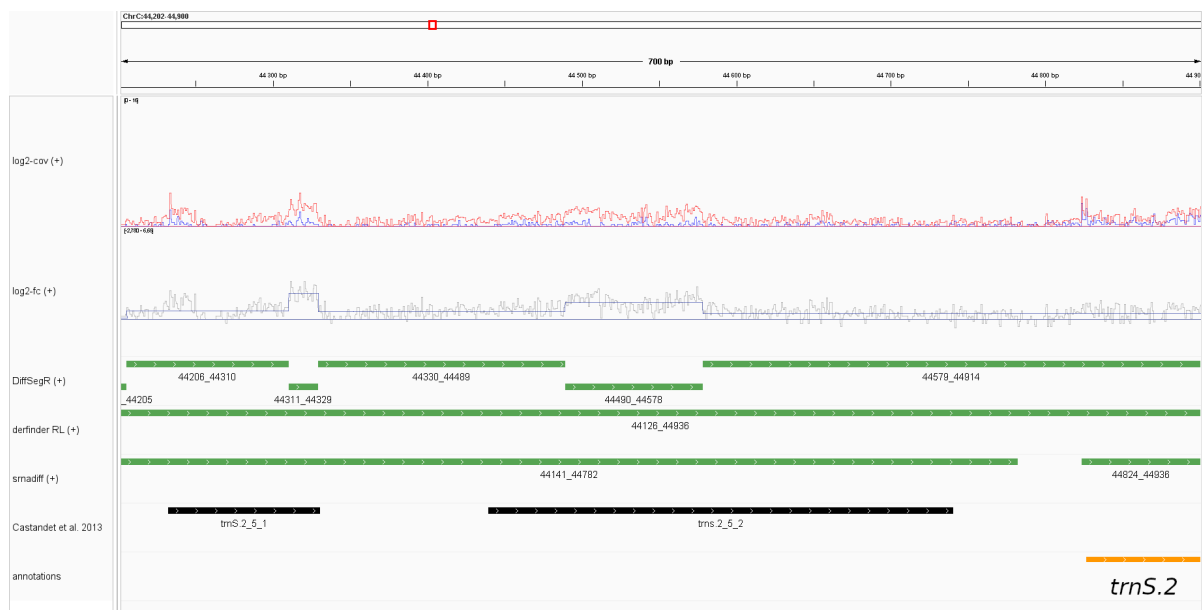

**Figure S13:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 44,202 to 44,900 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

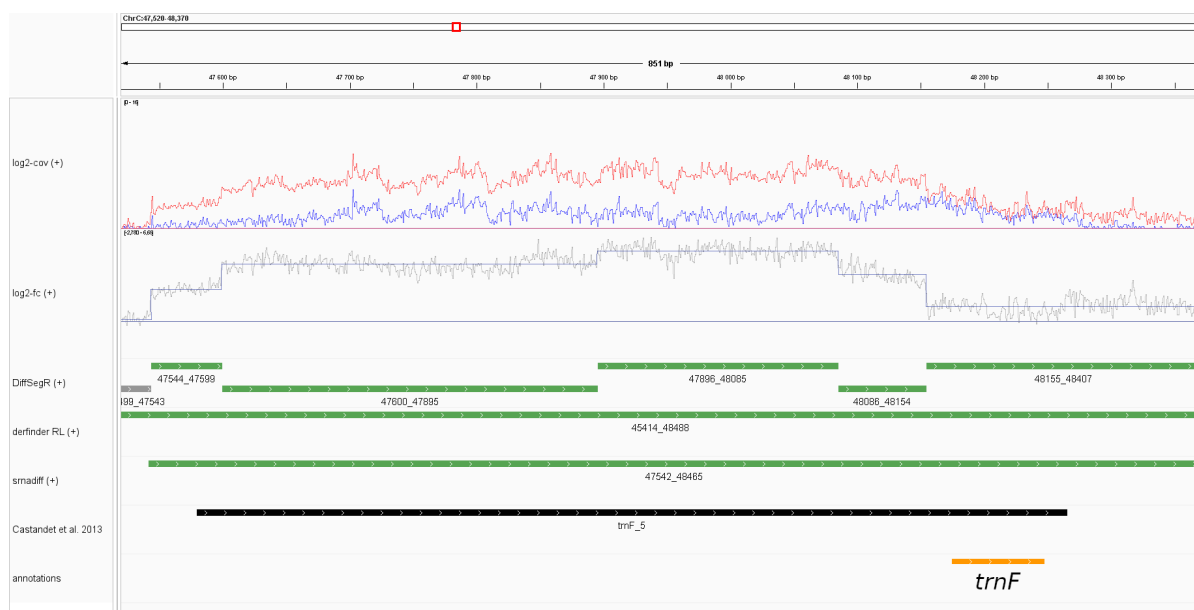

**Figure S14:** Comparison of DiffSegR, derfinder RL, and smadiff analyses of chloroplast genomic positions 47,520 to 48,370 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

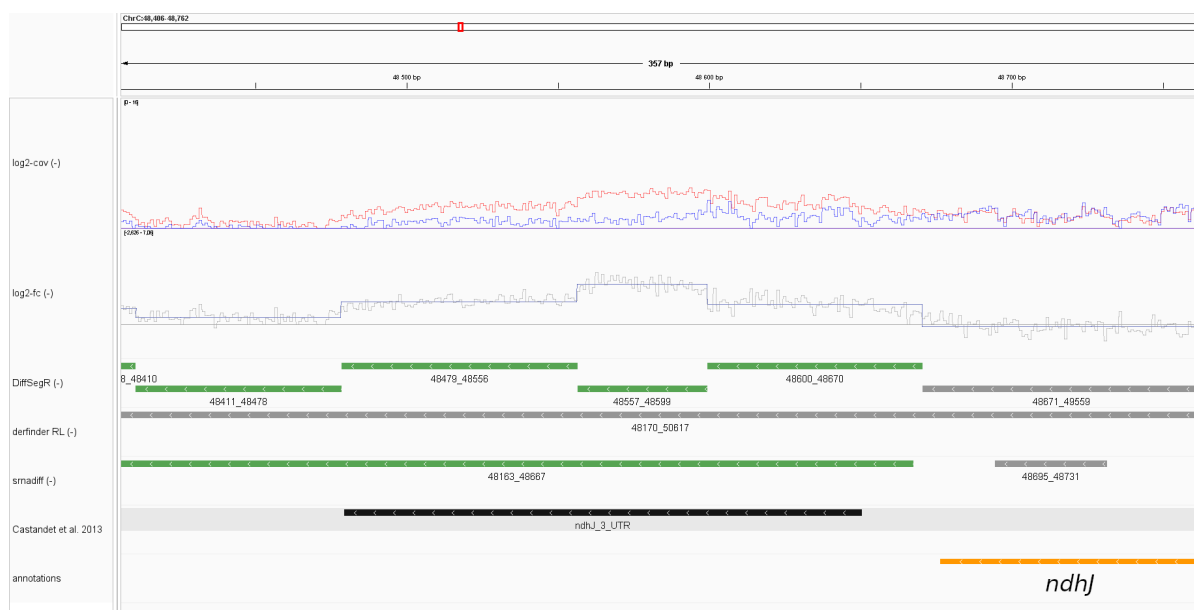

**Figure S15:** Comparison of DiffSegR, derfinder RL, and smadiff analyses of chloroplast genomic positions 48,406 to 48,762 on the reverse strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

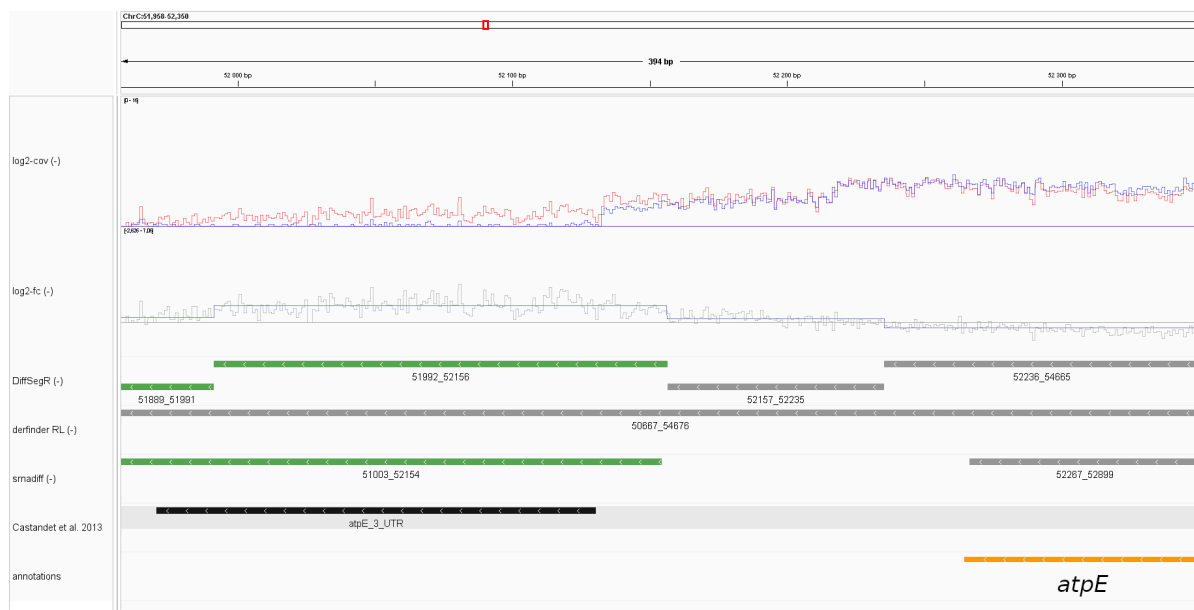

**Figure S16:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 51,958 to 52,350 on the reverse strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

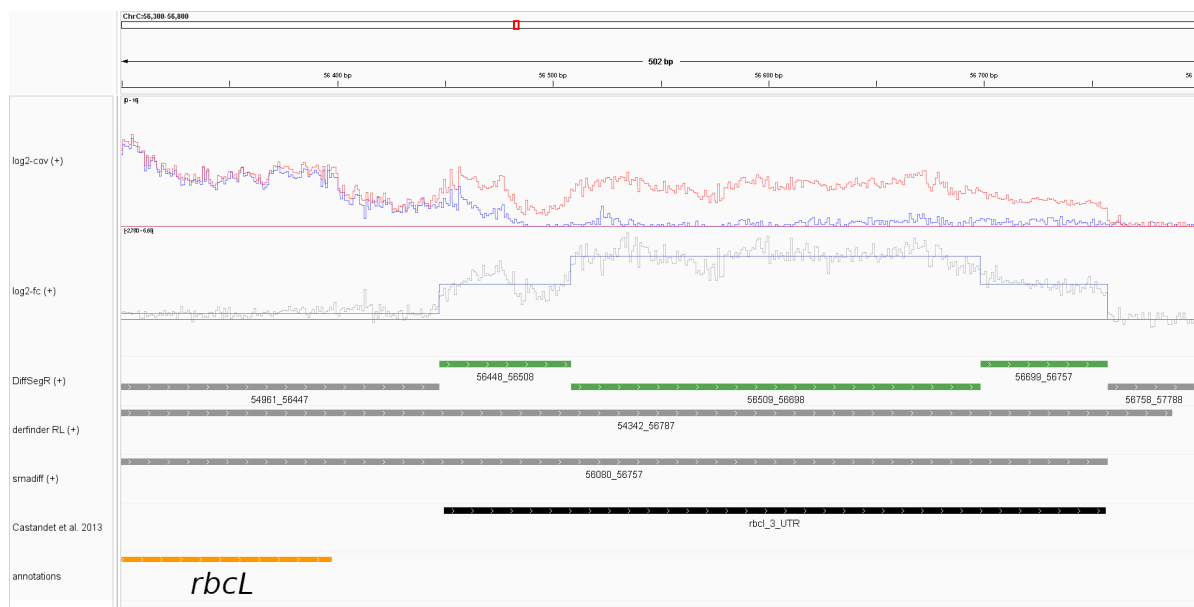

**Figure S17:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 56,300 to 56,800 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

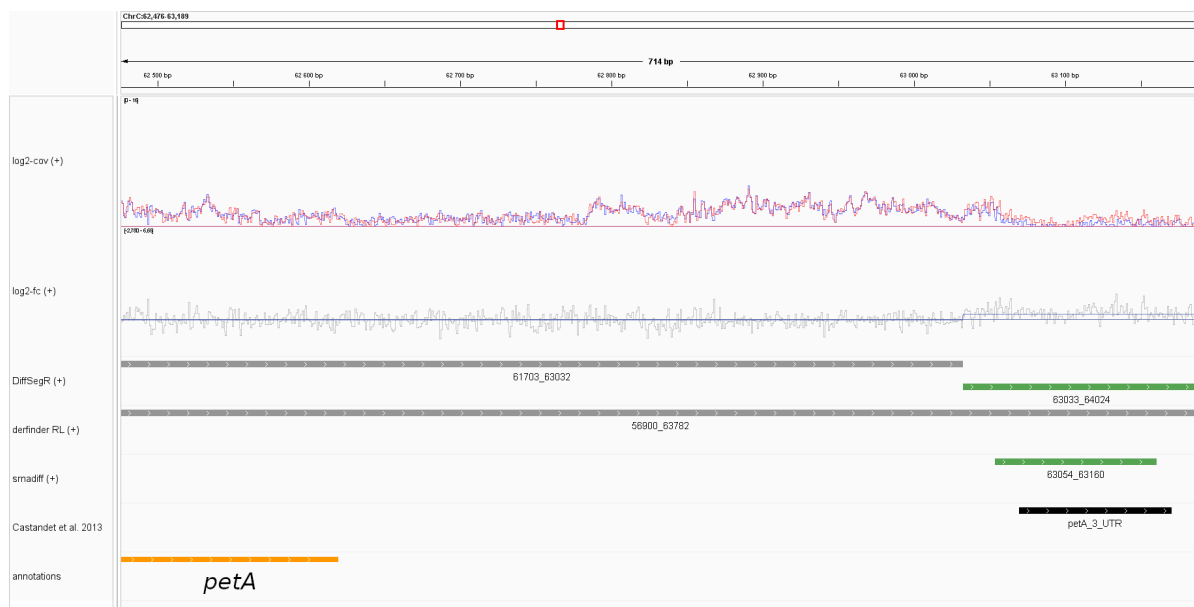

**Figure S18:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 62,476 to 63,189 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

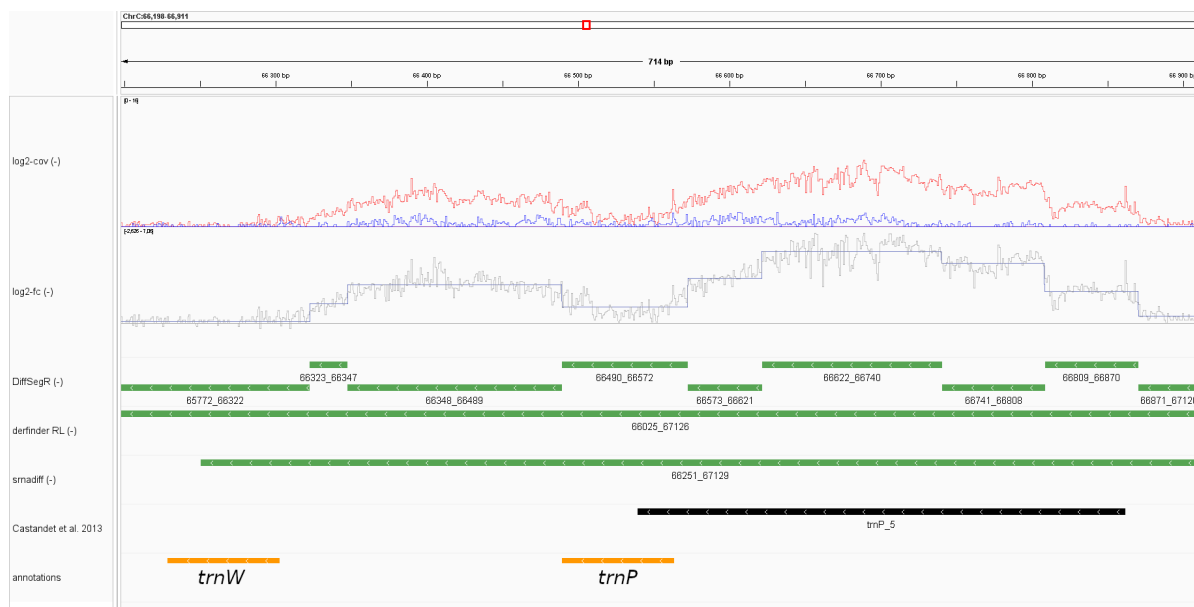

**Figure S19:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 66,198 to 66,911 on the reverse strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

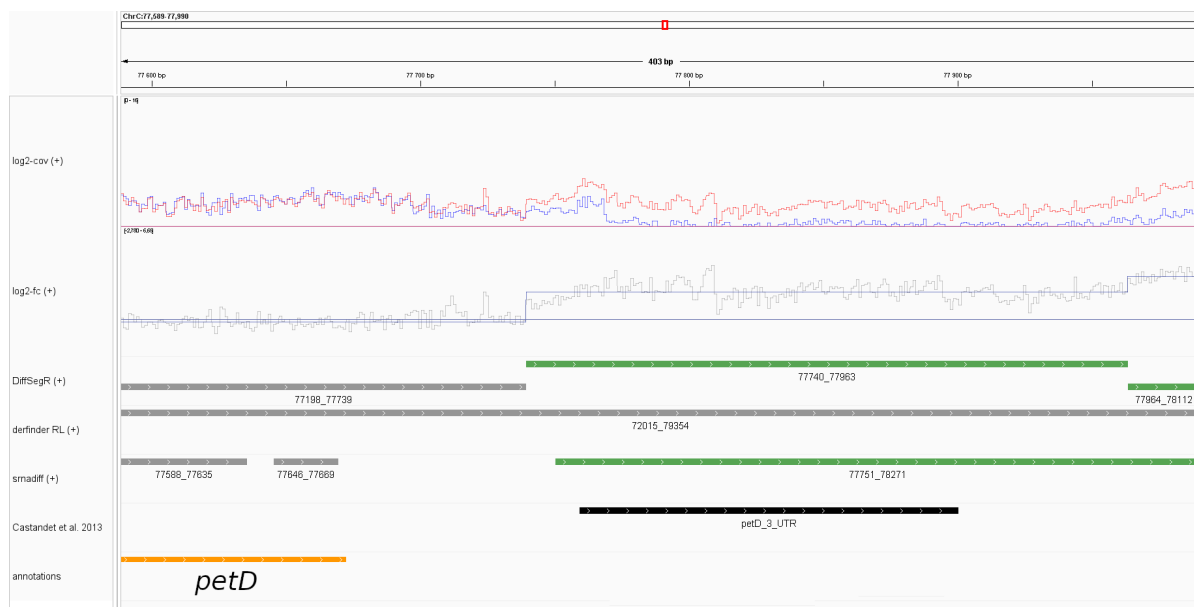

**Figure S20:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 77,589 to 77,990 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

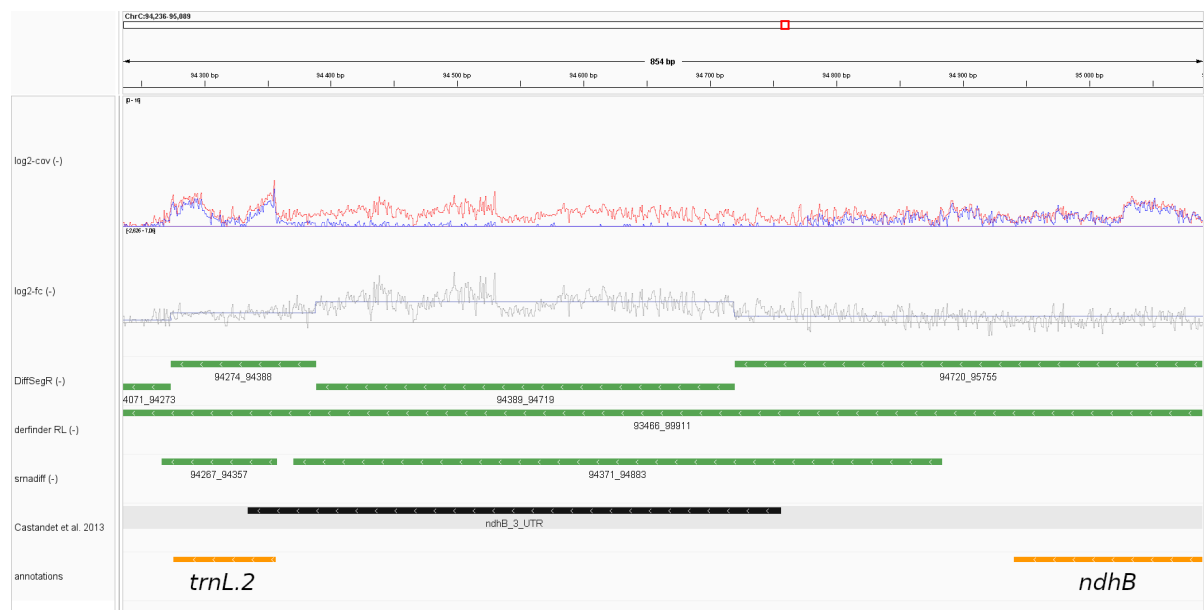

**Figure S21:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 94,236 to 95,089 on the reverse strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

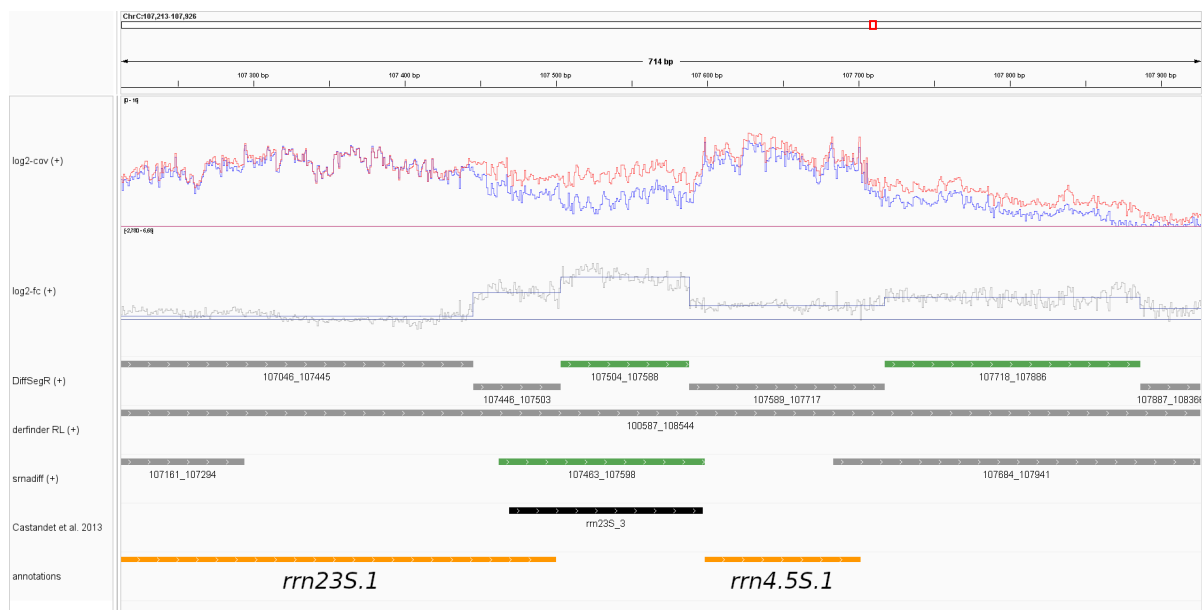

**Figure S22:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 107,213 to 107,926 on the forward strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

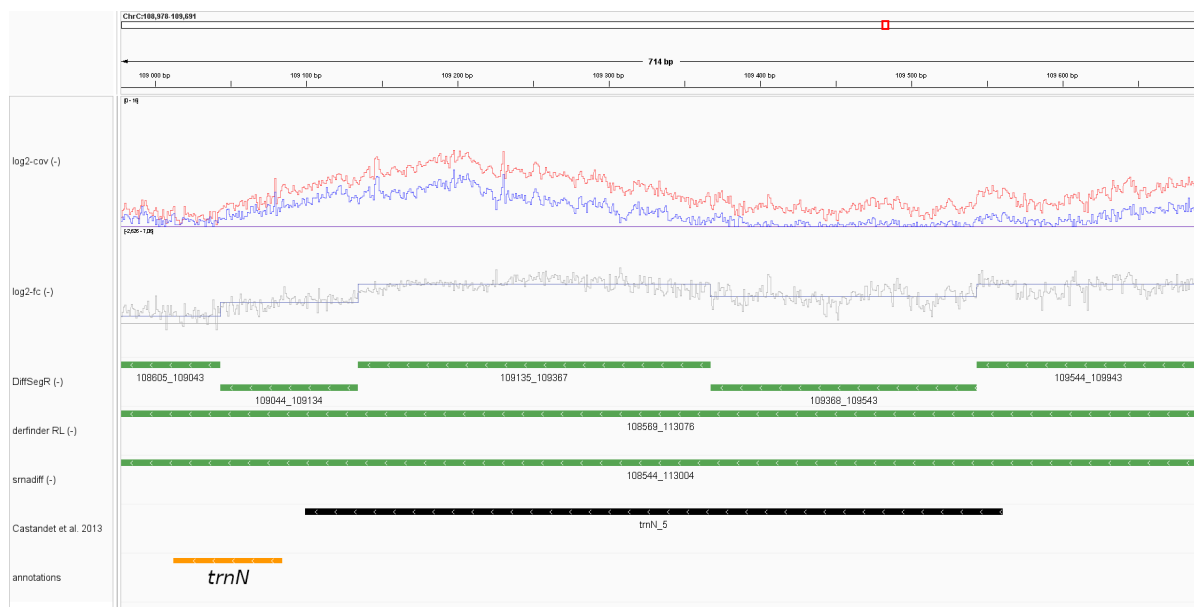

**Figure S23:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 108,978 to 109,691 on the reverse strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

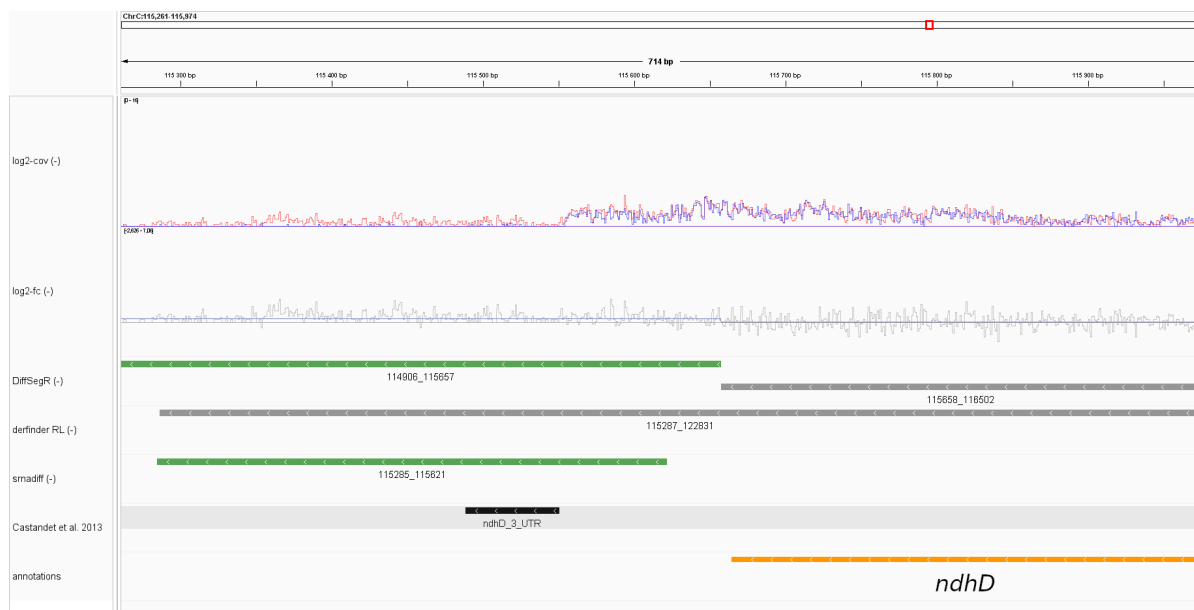

**Figure S24:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 115,261 to 115,974 on the reverse strand in the *pnp1-1* dataset. The tracks are similar to those described in Figure S10.

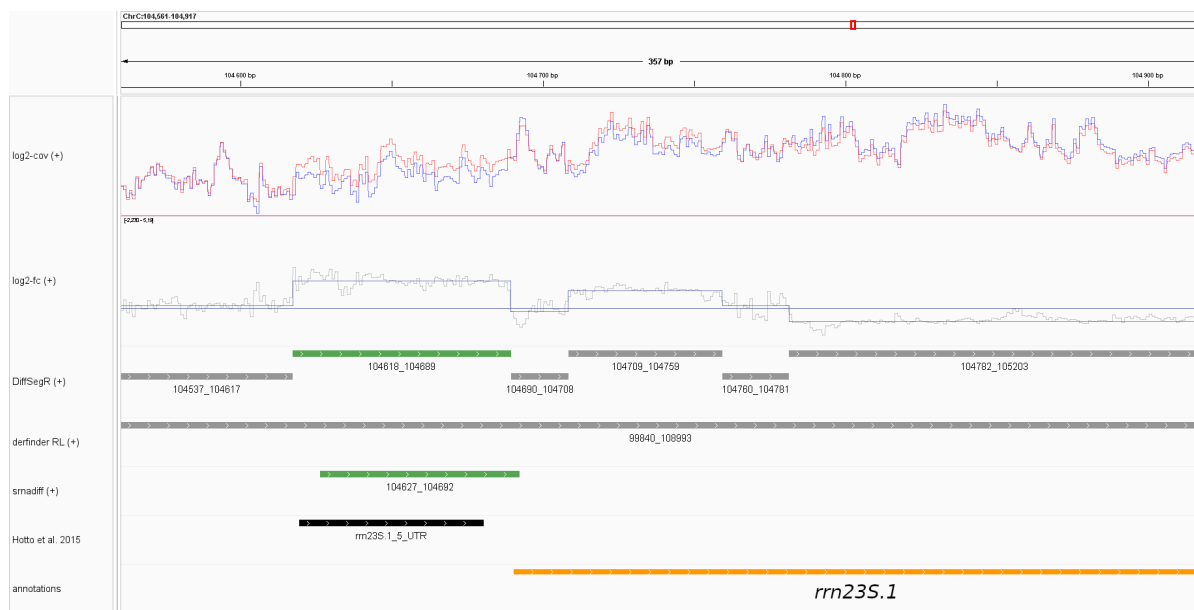

**Figure S25:** Comparison of DiffSegR, derfinder RL, and smadiff analyses of chloroplast genomic positions 104,561 to 104,917 on the forward strand in the *rrn23S.1* dataset. The tracks are similar to those described in Figure S10.

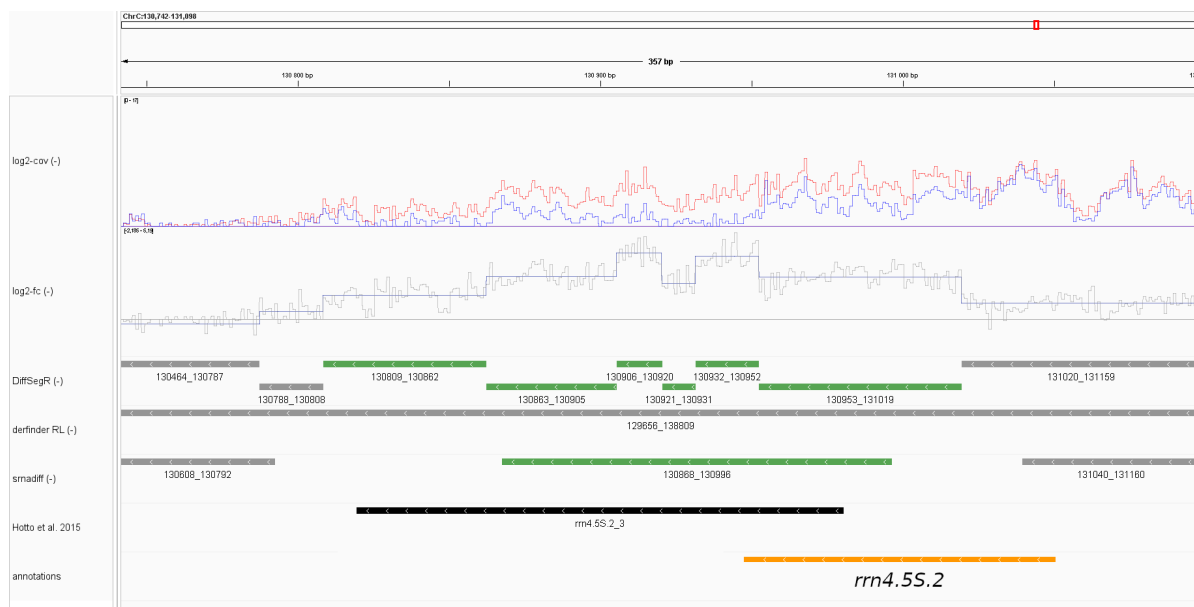

**Figure S26:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 107,549 to 107,905 on the forward strand in the *mnc3/4* dataset. The tracks are similar to those described in Figure S10.

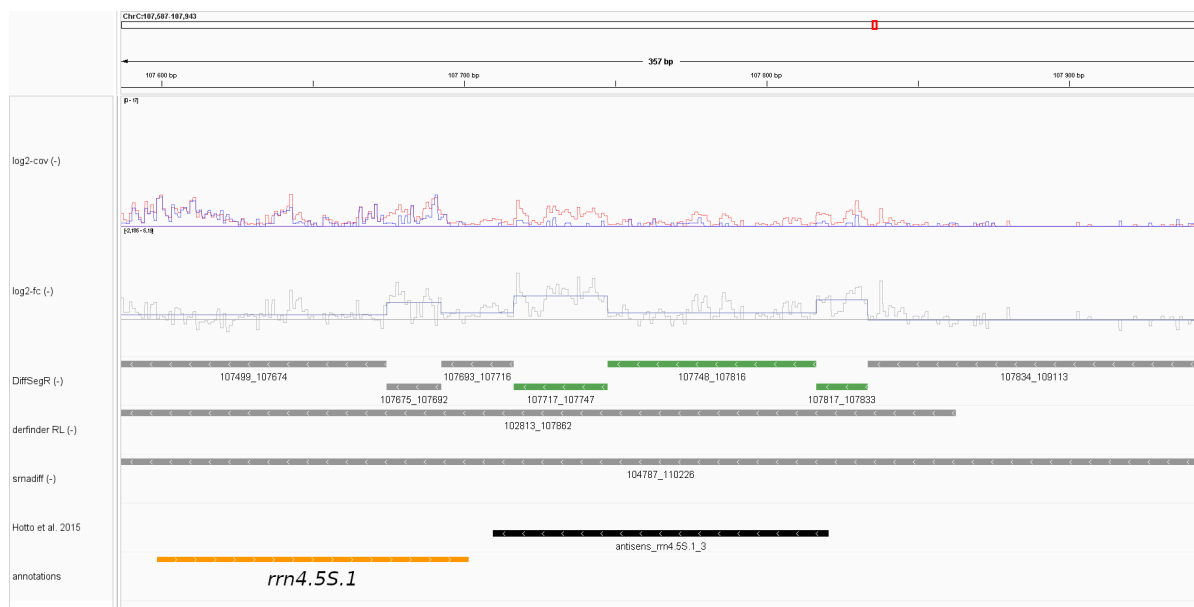

**Figure S27:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 107,587 to 107,943 on the reverse strand in the *mnc3/4* dataset. The tracks are similar to those described in Figure S10.

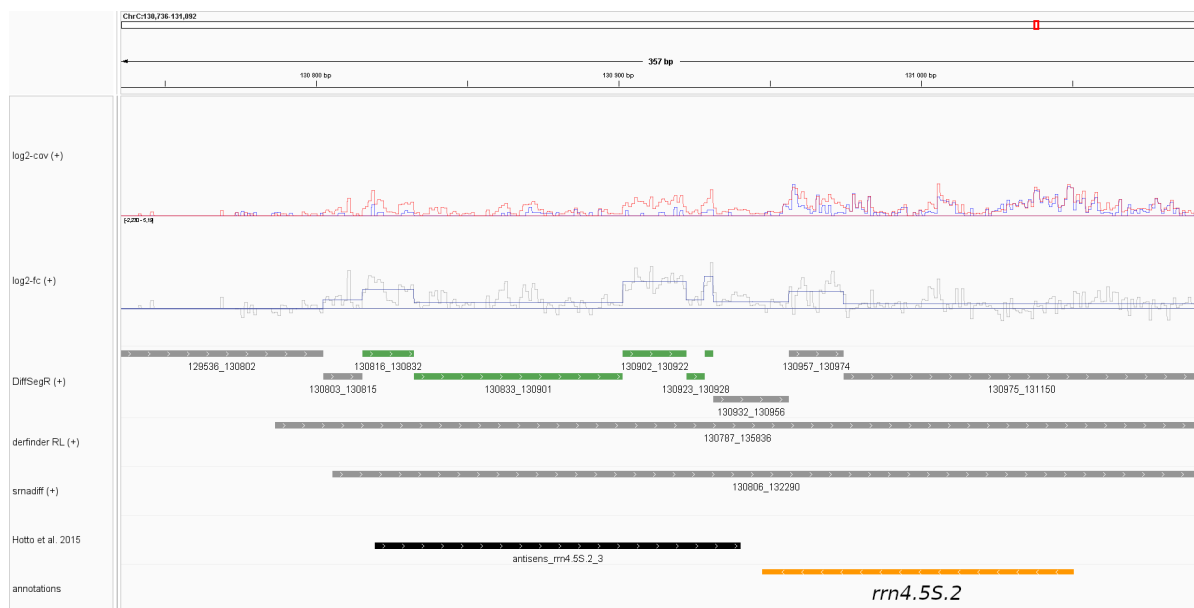

**Figure S28:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 130,736 to 131,092 on the forward strand in the *mrc3/4* dataset. The tracks are similar to those described in Figure S10.

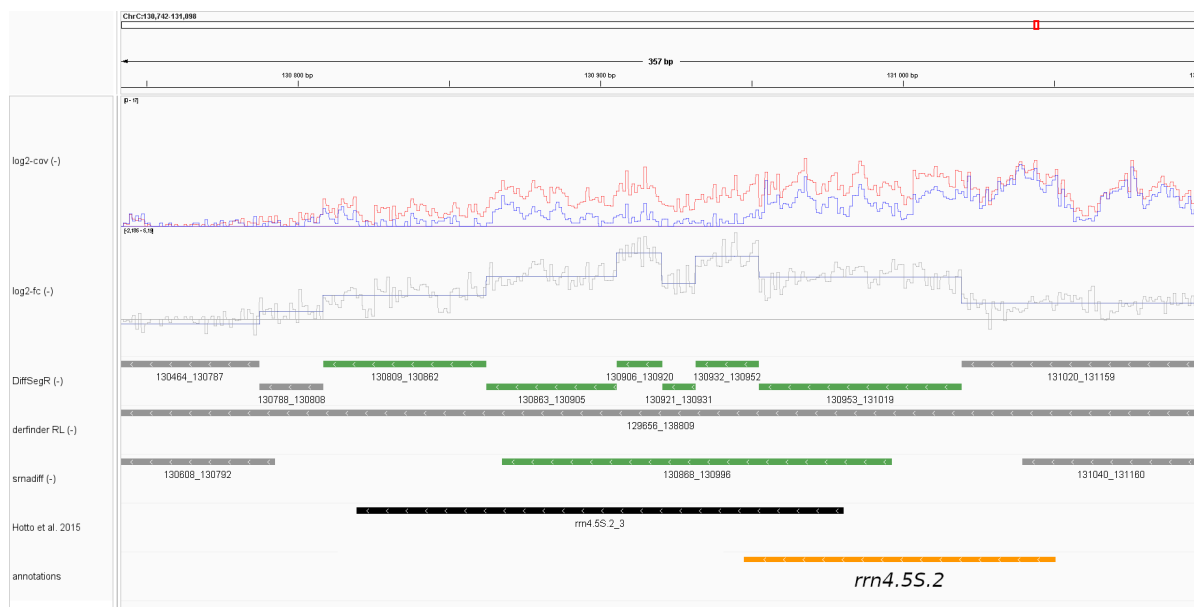

**Figure S29:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 130,742 to 131,098 on the reverse strand in the *mnc3/4* dataset. The tracks are similar to those described in Figure S10.

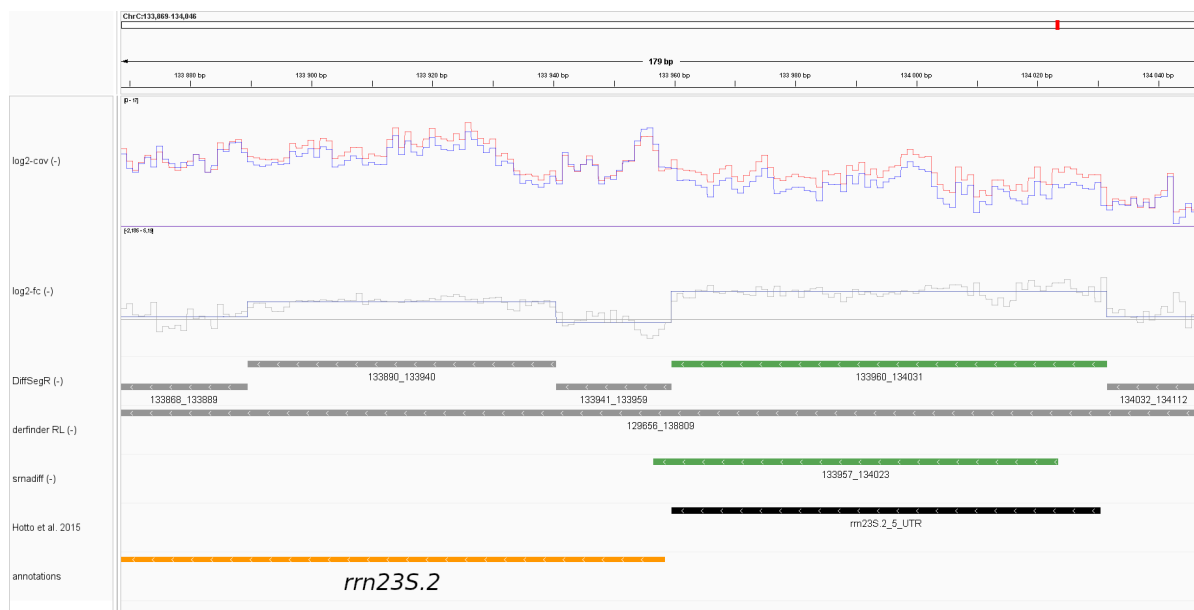

**Figure S30:** Comparison of DiffSegR, derfinder RL, and srnadiff analyses of chloroplast genomic positions 133,869 to 134,046 on the reverse strand in the *rrn23S.2* dataset. The tracks are similar to those described in Figure S10.

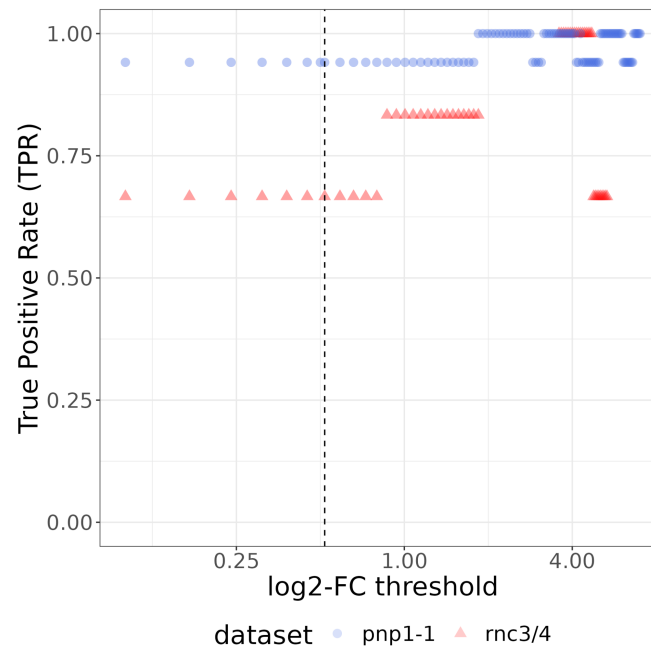

**Figure S31** : The true positive rate (TPR) of srnadiff on *rnc3/4* and *pnp1-1* labeled datasets as a function of user-defined log2-FC threshold. The black vertical line represents the default log2-FC threshold value (0.5).

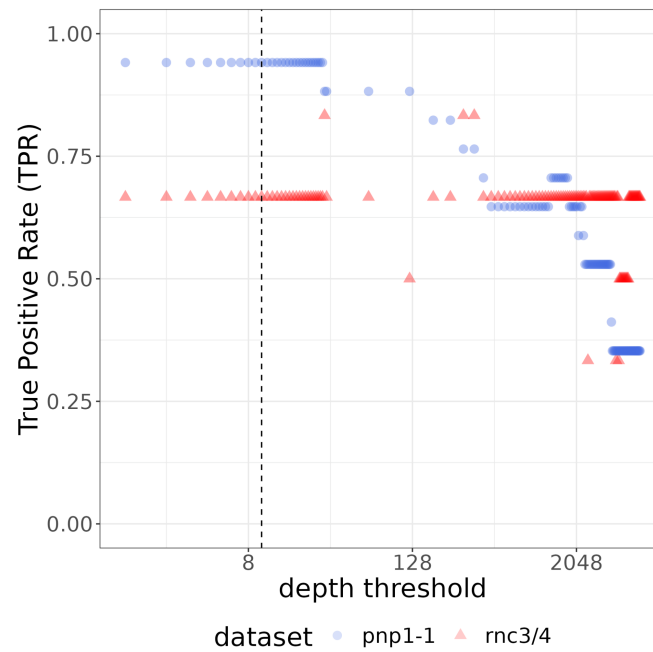

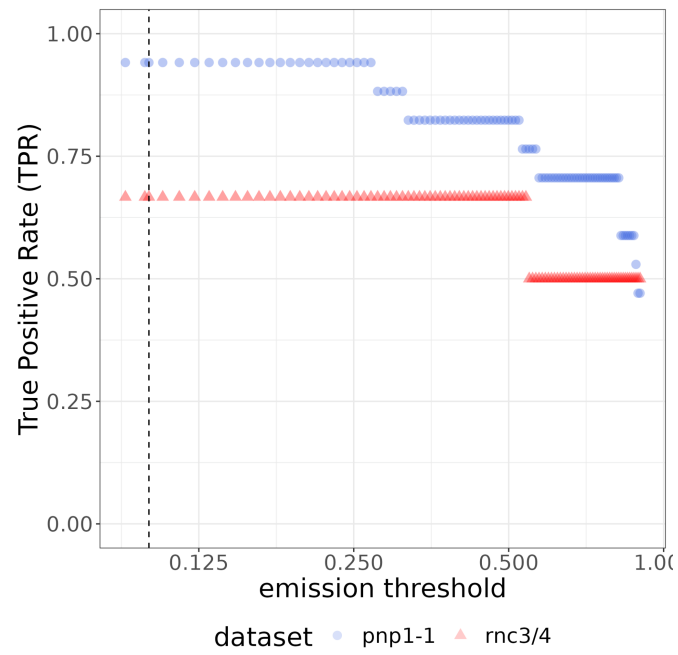

**Figure S33** : The true positive rate (TPR) of srnadiff on *rnc3/4* and *pnp1-1* labeled datasets as a function of user-defined emission threshold. The black vertical line represents the default emission threshold value (0.1).

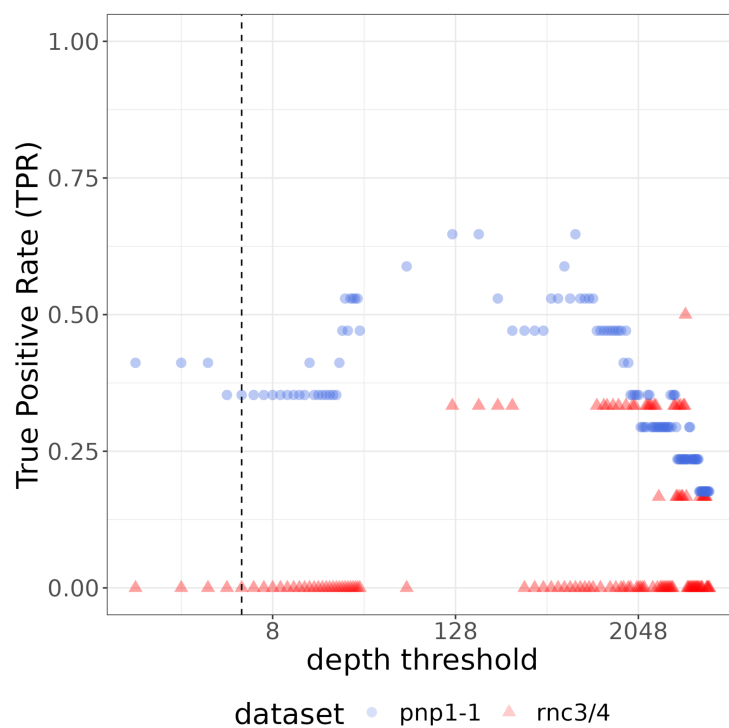

**Figure S34** : The true positive rate (TPR) of derfinder RL on *rnc3/4* and *pnp1-1* labeled datasets as a function of user-defined depth threshold. The black vertical line represents the default depth threshold value (5).

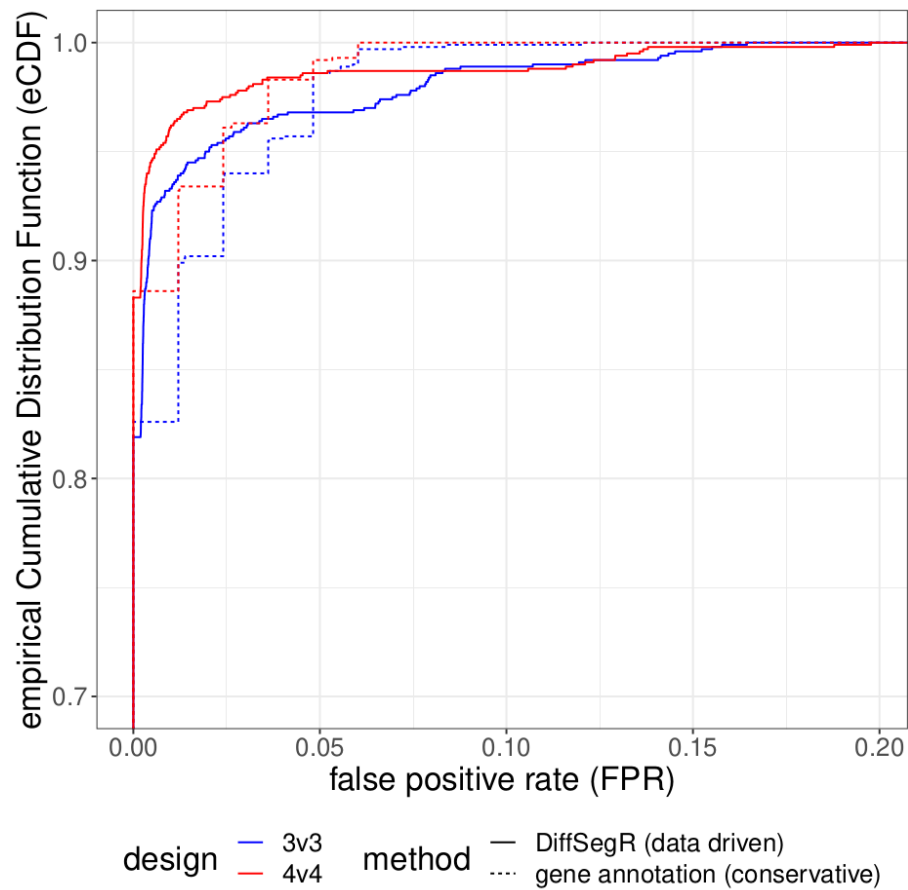

**Figure S35:** Comparison of the empirical cumulative distribution functions (eCDFs) of the False Positive Rate (FPR) from DiffSegR and the Differential Expression analysis within Gene annotations (DGE). The eCDFs of FPRs from DiffSegR (solid curves) and DGE (dashed curves) methods are compared by re-sampling two groups from 10 biological replicates of the same nitrogen deficiency condition in the IDEAs dataset. The figure displays results for group sizes of 3 (blue curves) and 4 (red curves). The eCDF represents the proportion of comparisons (y-axis) with fewer false positives than a specified percentage (x-axis). The eCDF analysis demonstrates that the FPR in DiffSegR results is not inflated compared to the widely-used DGE approach.

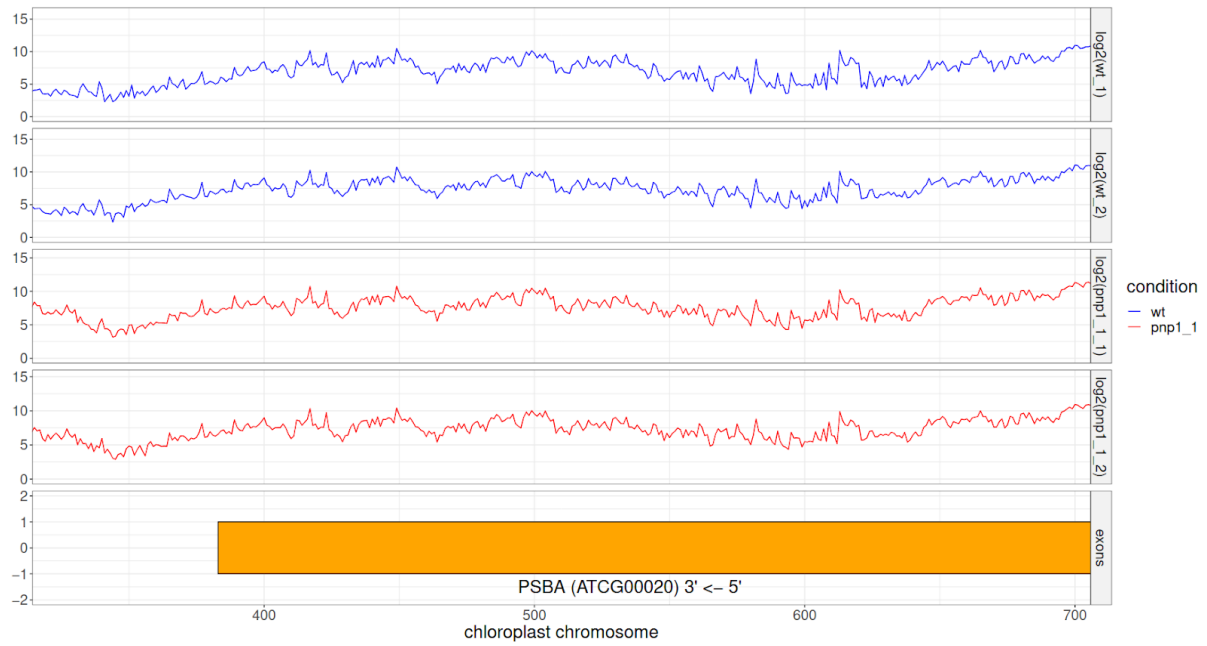

**Figure S36 :** Overview of coverage profiles overlapping *psbA* gene in *pnp1-1* dataset. Coverage profiles exhibit local variations highly reproducible from one sample to another. Local variations could be caused by technical factors that shape the coverage, e.g. 5'/3' bias, PCR bias, GC bias, non-random priming.

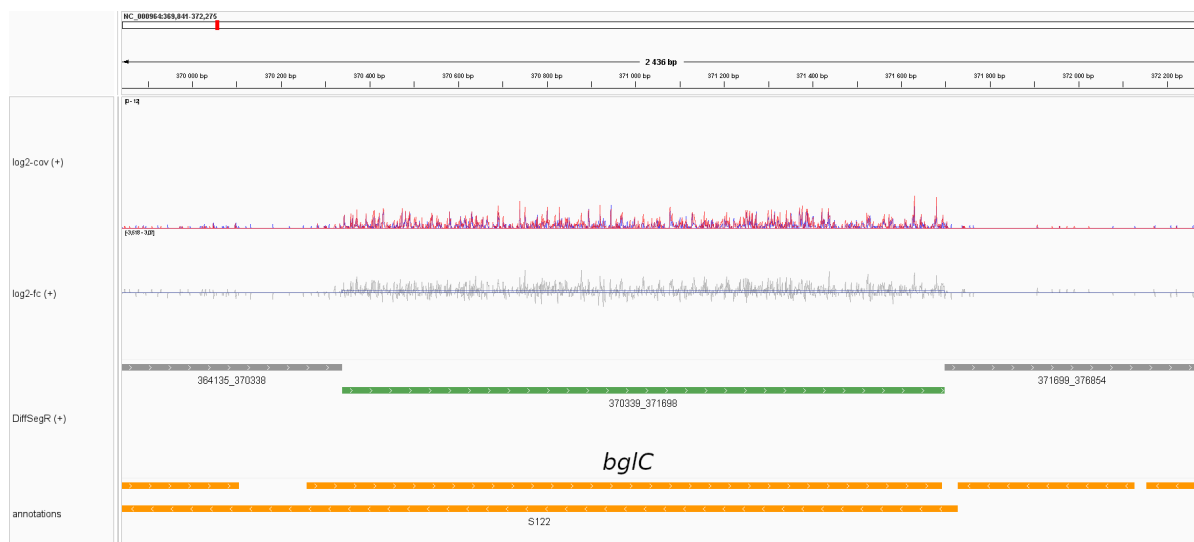

**Figure S37:** DiffSegR analysis of chloroplast genomic positions 369,841 to 372,275 on the forward strand in the  $\Delta rae1$  dataset. The tracks are similar to those described in Figure S10.

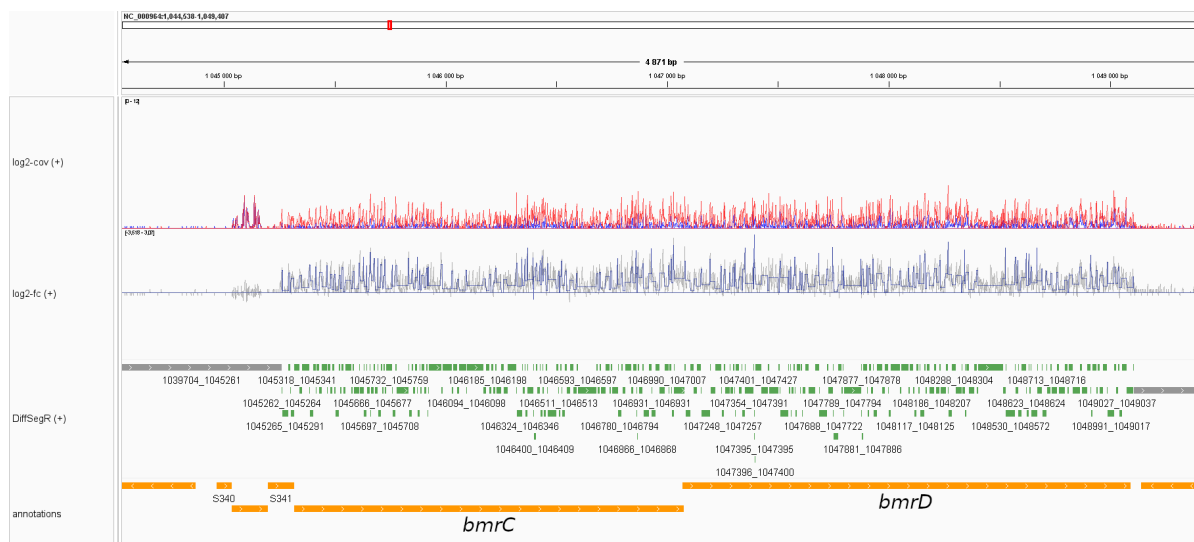

**Figure S38:** DiffSegR analysis of chloroplast genomic positions 1,044,538 to 1,049,407 on the forward strand in the  $\Delta rae1$  dataset. The tracks are similar to those described in Figure S10.

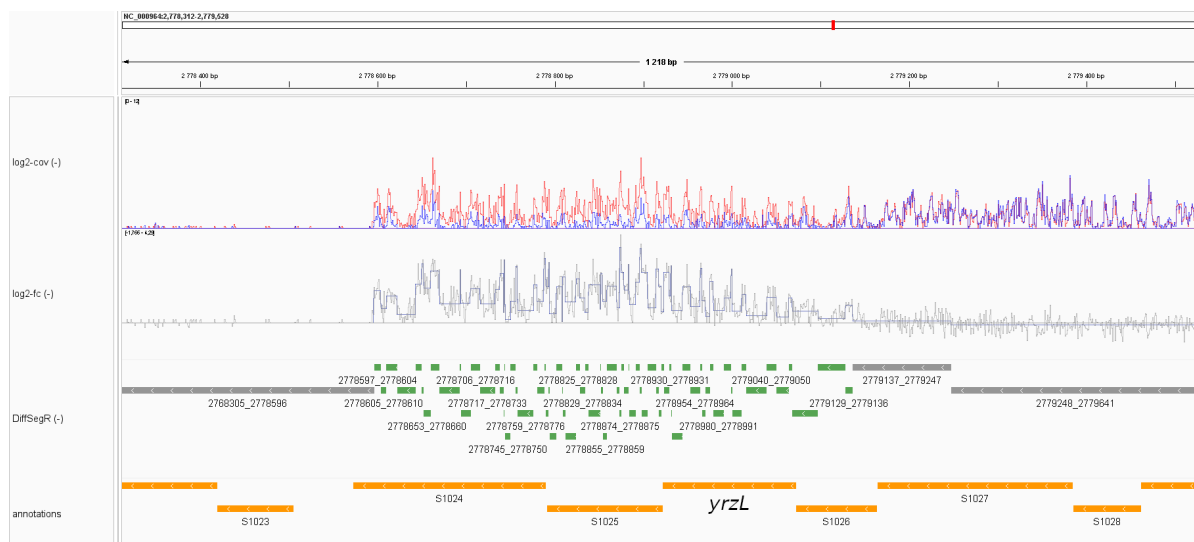

**Figure S39:** DiffSegR analysis of chloroplast genomic positions 2,778,312 to 372,275 on the reverse strand in the  $\Delta rae1$  dataset. The tracks are similar to those described in Figure S10.

# Notes S1 to S5 with Supplementary Table S9 and Supplementary Figures S40 to S44

## Note S1: Coverage profile Heuristics

We propose four heuristics to compute  $Q_{jr}$ . The first one takes advantage of the full length reads (Figure S40.A), the second only the 5' ends (Figure S40.B), the third only the 3' ends (Figure S40.C). In previous heuristics, we count the number of elements overlapping each genomic position. For the last heuristic, we compute the geometric mean of the second and third heuristics (as described in the main manuscript).

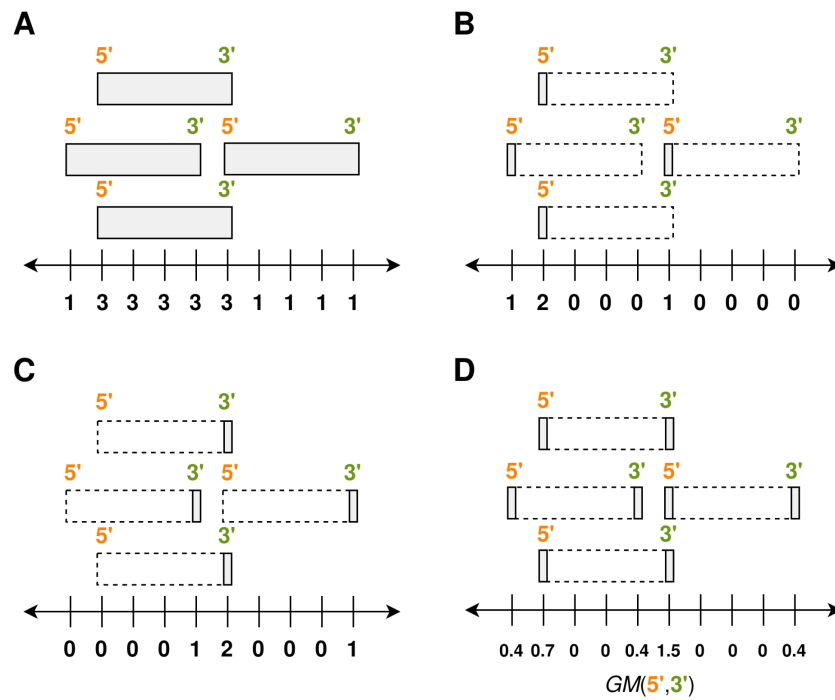

**Figure S40:** Four heuristics used to compute  $Q_{j,r}$  from genome mapped reads. In **A** (full length reads), **B** (5' ends) and **C** (3' ends), at each genomic position, elements in gray are summed up to obtain the per-base coverage. In **D** (average) we compute the geometric mean of **B** and **C**.

## Note S2: Full length reads based coverage is more auto-correlated

From a biological perspective, transcription at a particular base is likely to be dependent on transcription at the previous base, but counting a read at all the bases it covers further increases the auto-correlation between counts at neighboring bases. Visually it smooths the profile and gives the false impression that there is little variability. The per-base log2-FC being a transformation of coverages, it is also affected by the auto-correlation. We aimed for a balance between biological consistency and statistical difficulty.

For coverage heuristics, we computed the lag-1 to lag-5 auto-correlation function (ACF) on the per-base log2-FC in both *mnc3/4* and *pnp1-1* datasets. As expected, in *mnc3/4* the lag-5  $ACF \in [0, 1]$  is larger on the per-base log2-FC calculated on full lengths reads based coverage (0.967) than those calculated on the 5' ends (0.341), the 3' ends (0.379) or the average profile of both (0.483). We observe the same tendency in *pnp1-1* with a lag-5 ACF of respectively 0.989, 0.690, 0.704 and 0.801. Results from lag-1 to lag-4 are available in Table S8. The segmentation model implemented in DiffSegR assumes that counts at every base pair are independent but still have a certain level robust to auto-correlation, certainly not 0.967 or 0.989.

**Table S9:** The per-base log2-FC is affected by the auto-correlation. As empirical confirmation, we computed the lag-1 to lag-5 auto-correlation function (ACF) on the log2-FC per-base in both *mnc3/4* and *pnp1-1* datasets.

| dataset &<br>coverage<br>type \ ACF lag | <i>pnp1-1</i> |       |       |       | <i>Δrae1</i> |       |       |       |
|-----------------------------------------|---------------|-------|-------|-------|--------------|-------|-------|-------|
|                                         | lag-1         | lag-2 | lag-3 | lag-4 | lag-1        | lag-2 | lag-3 | lag-4 |
| full length                             | 0.998         | 0.996 | 0.994 | 0.992 | 0.994        | 0.988 | 0.981 | 0.975 |
| 5' ends                                 | 0.726         | 0.713 | 0.704 | 0.696 | 0.416        | 0.396 | 0.373 | 0.355 |
| 3' ends                                 | 0.726         | 0.719 | 0.712 | 0.709 | 0.433        | 0.416 | 0.402 | 0.389 |
| geometric mean                          | 0.820         | 0.812 | 0.807 | 0.804 | 0.532        | 0.518 | 0.504 | 0.491 |

## Note S3: Flanking expressed regions are biased in 3' or 5' end of reads based coverages

The reads in our libraries have lengths longer than 75 nt. This means that the coverage profiles computed using the 5' end of the reads do not adequately cover the 3' end of the expressed regions, and vice versa for the coverage profiles calculated using the 3' end of the reads. Taking the geometric mean of the two profiles partially resolves this issue (Figures S41-42).

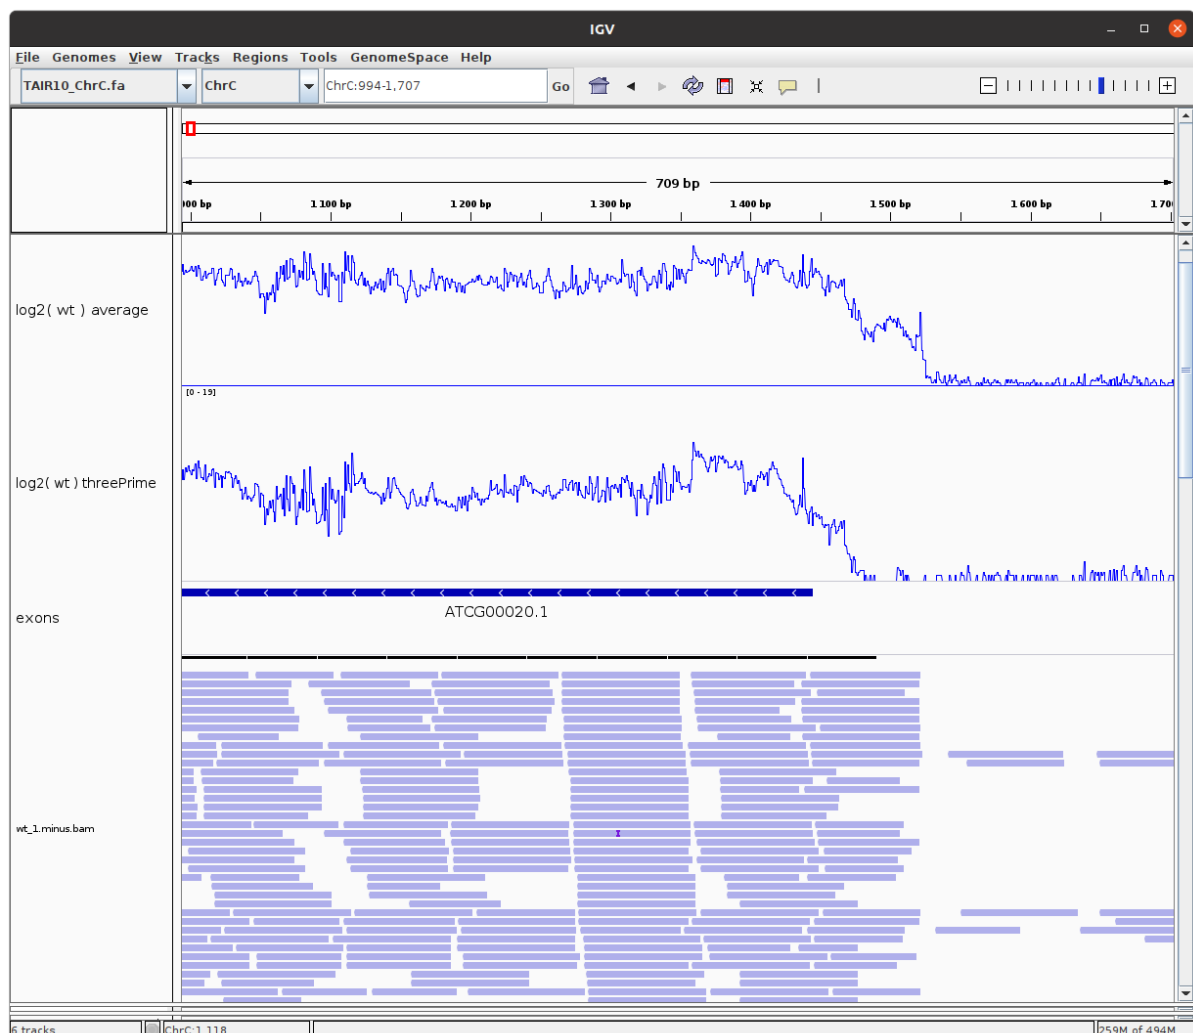

**Figure S41:** 3' ends of the expressed regions are poorly covered in the coverage profiles calculated on 5' ends of reads. Overview of the positions 214 to 927 on the reverse strand of the chloroplast genome. The expressed region corresponds to 3' ends of the *psbA* gene.

The first track stands for the coverage, on logarithmic scale, based on the average of 5' and 3' ends of the *WT* condition in *pnp1-1* dataset. The second track stands for the coverage profile calculated on the 5' ends of reads, also on a logarithmic scale, of the same condition. The third track stands for exons boundaries. The last track stands for a sample of mapped reads.

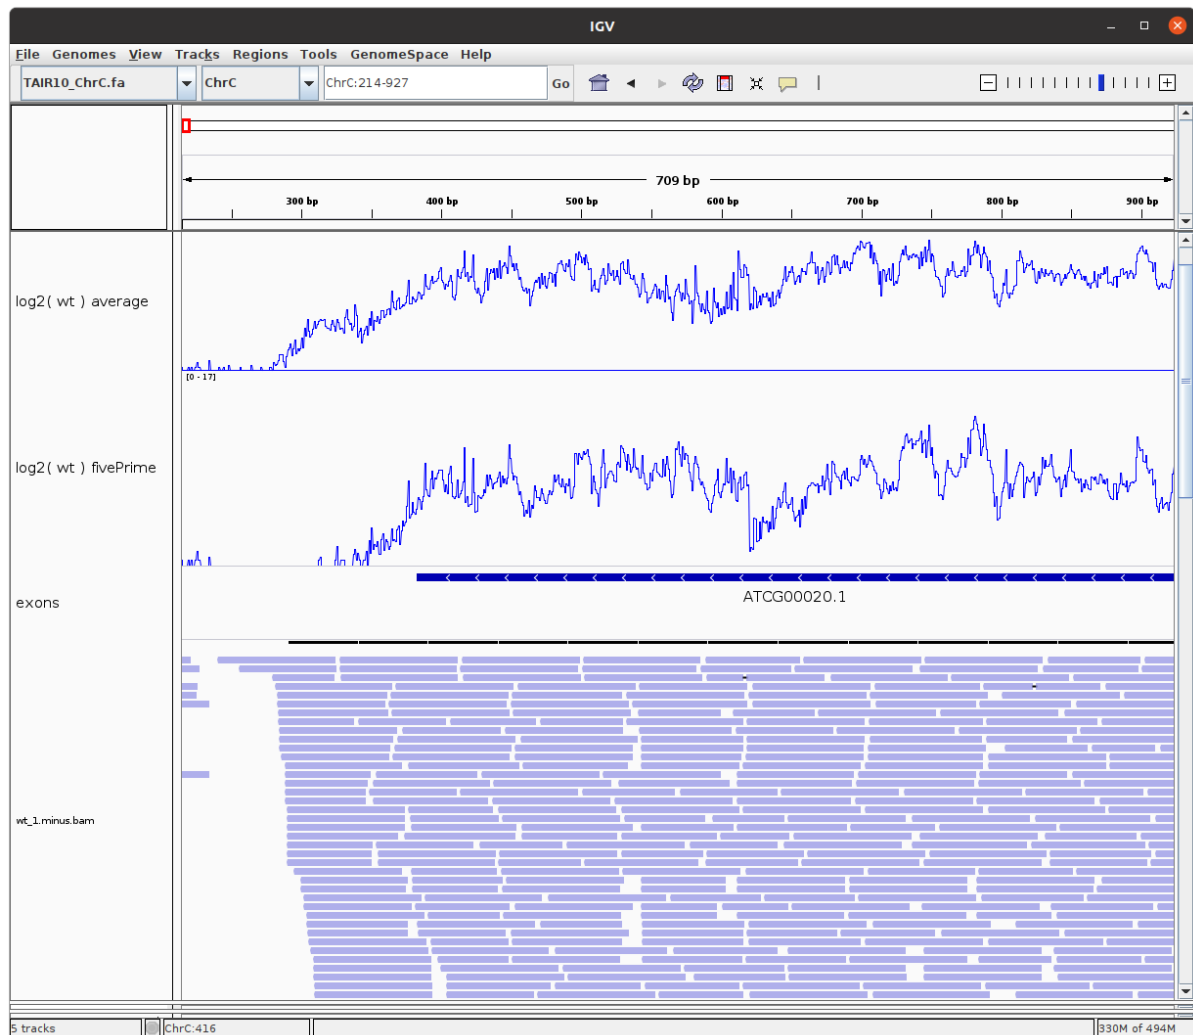

**Figure S42:** 5' ends of the expressed regions are poorly covered in the coverage profiles calculated on 3' ends of reads. Overview of the positions 994 to 1,707 on the reverse strand of the chloroplast genome. The expressed region corresponds to 5' ends of the *psbA* gene. The first track stands for the coverage, on logarithmic scale, based on the average of 5' and 3' ends of the *WT* condition in the *pnp1-1* dataset. The second track stands for the coverage profile calculated on the 5' ends of reads, also on a logarithmic scale, of the same condition. The third track stands for exons boundaries. The last track stands for a sample of mapped reads.

## Note S4: Segmenting in two or three levels merge neighboring differential regions with different log2-FC

In the following paragraph we use a theoretical example to explain the limits of the segmentation models used by state-of-the-art methods to recover differentially expressed regions.

Apart from parseq, which segments the mean of coverages, several other tools (derfinder SB, derfinder RL, srnadiff HMM) use a two-level segmentation with differentially expressed (DE) and non-DE levels, or expressed and not-expressed levels. srnadiff IR uses a three-level segmentation with down-regulated, up-regulated, and non-DE levels. However, we argue that this can be detrimental to biological interpretation. For example, if a gene is up-regulated in condition 2 compared to condition 1 and has an intron retention, a two or three-level segmentation will result in a single large region that effectively combines the up-regulation and intron retention (Figure S43). Additionally, two-level segmentation can merge differential regions with opposite signs of log2-FC, which can also reduce statistical power. A segmentation model that does not make assumptions about the number of levels in the per-base log2-FC should be able to discriminate adjacent differently expressed regulatory events, and this is what we tested in DiffSegR.

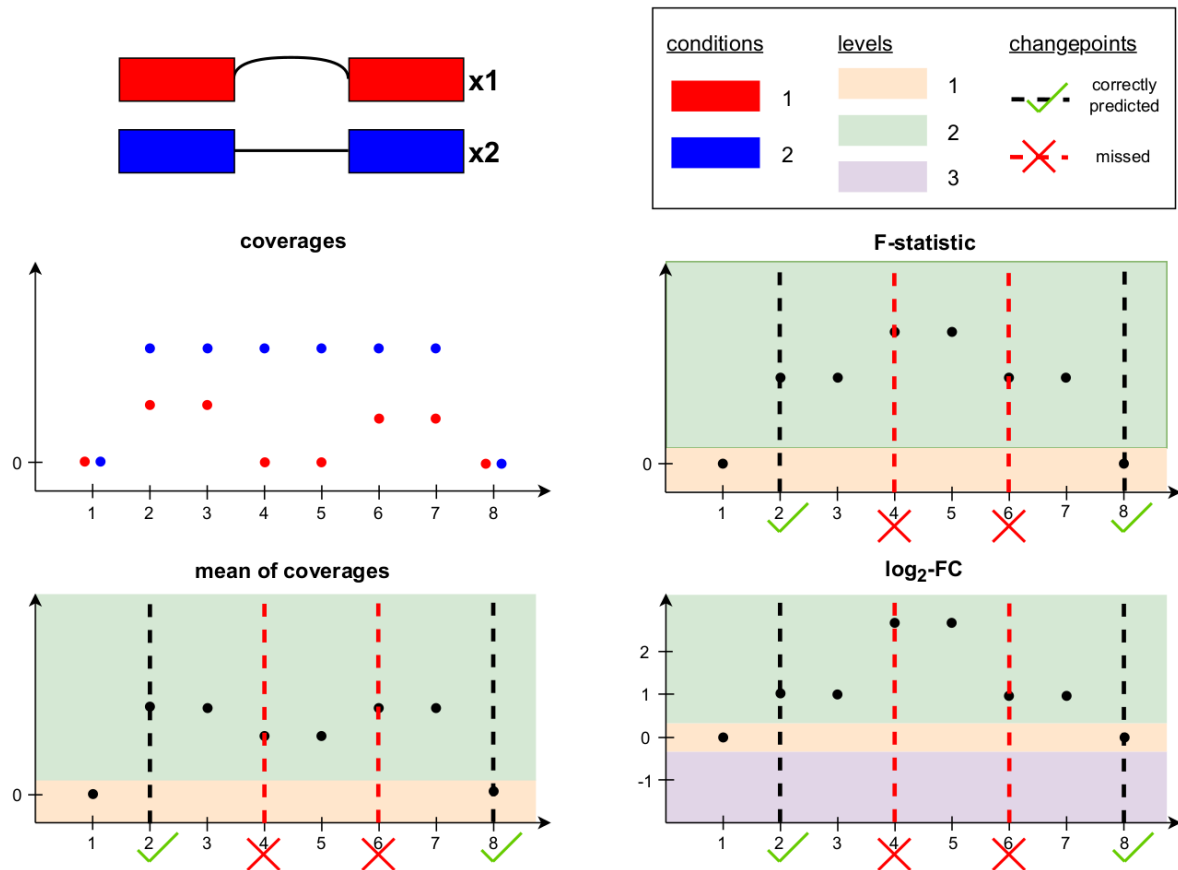

**Figure S43:** Segmenting in two or three levels merge neighboring differential regions with different per-base log<sub>2</sub>-FC. In this second example the gene is two times more expressed in condition 1 than in condition 2, and in condition 2 the gene also undergoes intron retention. As a result, the log<sub>2</sub>-FC is higher within the intron than within the exons. Segmenting the mean of coverages in two levels (expressed and not-expressed) merges the up-regulation and intron retention. Segmenting the F-statistic in two levels (differentially expressed (DE) and non-DE) or the per-base log<sub>2</sub>-FC in three levels (up-regulated, down-regulated, non-DE) also results in the merging of these two events.

## Note S5: Additional changes in the per-base coverage and F-statistic

In the following paragraph we use a theoretical example to explain the limits of the signals used by state-of-the-art methods to recover differentially expressed regions. These limits are assessed on real data in the *DiffSegR better captures the differential landscape* section.

There are various factors that can influence the coverage of a DNA sequence, including the per-base expression, 5'/3' bias, PCR bias, GC bias, and non-random priming. This can result in significant variation in coverage from one base to another. Therefore, it is possible that changes in coverage may not always align with differences in transcription between two biological conditions.

Ignoring any normalization issue, consider bases that follow each other with (non-differential scenario) respectively 1 and 40 counts in both condition 1 and 2 ; (differential scenario) respectively 1 and 40 counts in condition 1 & 3 and 120 counts in condition 2.

There is a noticeable change in coverage between the two bases, yet the  $\log_2$ -FC remains constant and equal to 0 in the non-differential scenario and  $\log(3)$  in the differential scenario. These additional changes likely lose statistical power and (in the absence of a post-processing step) make it more difficult to interpret the results biologically, as a single biological regulation will be identified as two or more. Note that, with respect to these two examples, the F-statistic is better behaved yet not perfect. In the first scenario the F-statistics should be equal to its expected value under the null and we should not detect any change between the two positions. However in the differential scenario as power depends on the underlying counts it is likely that we will detect a change between position 1 and 2. The non-differential scenario is illustrated in Figure S44 by the positions 6, 7 and 8. The differential scenario is illustrated in Figure S44 by positions 2 and 3. Given that our primary goal is to identify differences in transcription between two biological conditions, we believe that directly segmenting the per-base  $\log_2$ -FC is a better option, and this is what we tested in DiffSegR.

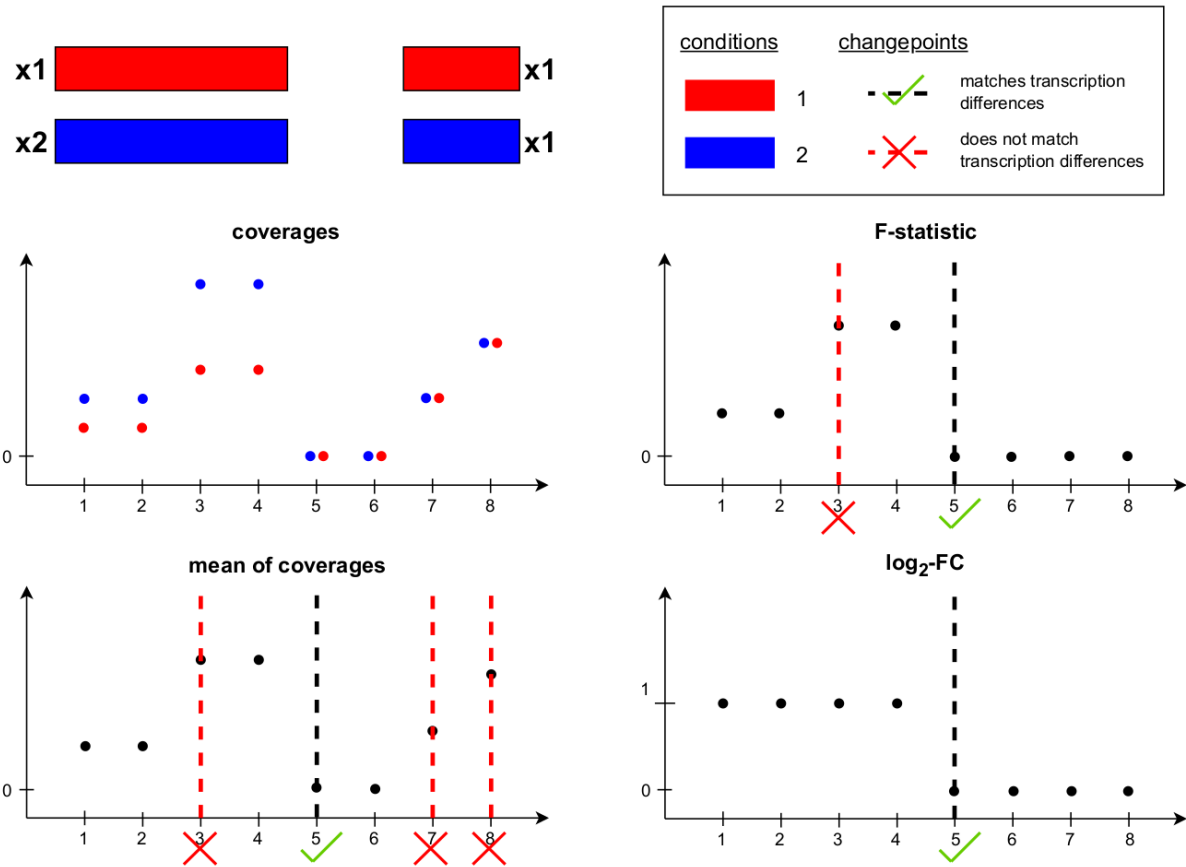

**Figure S44:** Additional changes in the per-base coverage and F-statistic. The first gene is twice as highly expressed in condition 2 compared to condition 1, while the second gene has the same level of expression in both conditions. Segmentation of the mean of coverages, the F-statistic, and the per-base log<sub>2</sub>-FC results in 4, 2, and 1 changes, respectively. The changes between positions 2 to 3 and 7 to 8 are caused by coverage bias, while the changes between positions 4 to 5 and 6 to 7 mark the end of transcription of the first gene and the start of transcription of the second gene. The change between positions 4 to 5 is the only one that also corresponds to a difference in transcription between the two conditions.

How the deposited data were processed for this re-analysis (not part of the article)

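The deposited files give RNA-Seq counts for 10 libraries labelled N-limiting and 10 labelled N-sufficient. The paper uses the nitrogen deficiency condition only. Labels give 2.5 mM nitrate for the limiting and 5 mM for the sufficient supply, 8 days of growth before the transfer to the platform, 19 days on it and a soil water content of 60%. The labels and the paper give 10 replicates per condition, and the text that describes the series gives 5; the libraries were taken as 10, by the labels and the paper.

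The authors aligned reads of ribosomal RNA-depleted stranded libraries with STAR, counted them on genes and deposited the raw counts, 1 column per library, without normalization. The paper describes alignment to the chloroplast genome, and the deposited counts also cover 32548 nuclear and 63 mitochondrial genes. The paper's text names neither the annotation nor the options for reads that align to several places. All 10 N-limiting libraries hold the same 32744 values as the N-sufficient libraries with the same number. For this reason the planned comparison of the nitrogen supplies was not run, the N-sufficient copies were not counted as replicates, and the values here rest on the paper's and the labels' assignment of these counts to limiting nitrogen.

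Which libraries enter each design, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. Designs were drawn with a fixed random seed, 100 for each group size, from the distinct ways to choose 2 groups of 2, 3, 4 or 5 from the 10 libraries. There are 630, 2100, 1575 and 126 such ways. Each design was fitted on its own libraries with DESeq2 1.42.0 in R 4.3.3, by the Wald test with unshrunken fold changes and the default Cook's cutoff, on the chloroplast genes with at least 1 count. Chloroplast genes are those whose identifier has the chloroplast prefix. Genes were called by the paper's rule, a fold change above 1.5 together with a Simes post-hoc bound of 5% on the false discovery proportion. The bound was computed directly from its definition, and a faster form gave the same calls on all 300 random sets it was tested on. Shares of designs carry a Wilson 95% interval, which covers counting error only because designs share libraries.

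The calls were tested on simulated data for 5 against 5 libraries. With 200 of 18442 genes changed 3-fold, DESeq2 recovered 99% with 2 false calls and edgeR 4.0.16 recovered 100% with 3. With 20 of 133 chloroplast genes changed 3-fold, both recovered 100%, with 2 false calls for DESeq2 and 1 for edgeR. All chloroplast genes were given the same dispersion there. The check therefore does not cover the unequal spread of the real genes, whose coefficients of variation ran from 4.50% to 95.8% at a mean of at least 100 counts. Simulated libraries with no change were also passed through the designs.

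Counts per library have a median of 44010088, and the variation between libraries exceeded the counting error in every pair, with a chi-square of at least 7.53 per degree of freedom over genes. Similarity of libraries was described by correlations across genes and by edgeR's common biological coefficient of variation, for genes with a mean of at least 10 counts. The spread of the libraries was described by principal components of log2 CPM values. The first component was compared with lists of clock genes (also split into morning and evening genes), nitrate response genes and defence and jasmonate genes, by the percentile of a list's median absolute loading among 10000 random lists matched on mean expression, and by how often random lists had as many loadings of the same sign. With the loadings of the same component, 4% of 200 random lists of genes passed the 95th percentile. Of 50 lists drawn from the genes with the largest absolute loadings, 100% passed, which was fixed in advance. The check therefore does not show how small an effect the tested lists could reveal.

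Alternatives were the quasi-likelihood test of edgeR, size factors from all genes, TMM factors in DESeq2, a minimum mean of 10 counts, all genes in place of chloroplast genes (40 designs), no fold change threshold, Benjamini-Hochberg adjusted p-values, no Cook's cutoff, a second draw of designs and each replicate left out. After the counts were seen, 2 more were added, which keep 1 gene of each pair with the same counts and count designs with at most 2 genes called. The limit for such a pair, 0.1 of the sampling SD, replaced a wider limit of 2 that had also paired genes by chance at low counts. The genes named were chosen by rule from the chloroplast genes called in the most designs and those with the largest and smallest coefficients of variation at a mean of at least 100 counts, and at most 4 identifiers are printed because no table used here pairs the chloroplast identifiers with names. All 32548 nuclear identifiers matched the RefSeq table of TAIR10.1, and 0 of the 133 chloroplast identifiers did. The alternatives without ribosomal and transfer RNA genes and without the inverted repeat needed those names and were not run. DiffSegR and the mutant datasets of the paper were not analysed here.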

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

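The test of composition for replicate 10 was chosen after a related value had been seen, and the count of loadings of the same sign after the percentiles; the other tests in this part were chosen before their results were seen. The labels give no batch, date or position that differs between the 10 libraries, so no biological explanation tied to the design could be tested. The rule for a library far from the others was applied to both ends of 8 measures, and 2 of the 16 ends passed Dixon's 95% limit; such a rule passes about 1 in 20 groups by chance.

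Replicate 10 had the highest total count, 60323158, against a median of 44010088. A library of another composition would be the least similar to the others. Replicate 10 was not, with a median Spearman correlation with the other libraries of 0.984 over all genes and 0.989 over chloroplast genes, where the lowest library had 0.971 and 0.975. After every library was thinned to the smallest total count, replicate 3 was again the least similar over all genes. The most counted gene held 35.5% of the counts of replicate 10, the lowest share of the 10 libraries. Its share of counts on chloroplast genes was 66.5%, inside the range of the others. The values argue against replicate 10 being the library least like the others. A smaller difference in composition, such as in the share of the most counted gene, and deeper sequencing stay open.

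Replicate 3 was the least similar to the others over all genes, with a median Spearman correlation of 0.971 against 0.979 for the next lowest library. The gap to the next library, divided by the range of the 10, was 0.583. The ratio was 0.611 after every library was thinned to the smallest total count, 0.578 over nuclear genes normalized on their own and 0.509 over genes with a mean of at least 100 counts, each past Dixon's limit. These values argue against library size and the noise of genes with few counts as the whole cause. The value over nuclear genes could hardly differ, since most of the genes are nuclear. The share of chloroplast counts therefore stays open, and replicate 3 had the highest, 72.3%. A difference between the plants or in handling stays open and was not tested. The same replicate also lay at one end of the first principal component of all genes.

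The paper's analysis covers the chloroplast genome. Tested together with the other genes, up to 221 nuclear and mitochondrial genes were called in a single 2 versus 2 design, 960 in a 3 versus 3 design, 83 in a 4 versus 4 design and 723 in a 5 versus 5 design, each the highest of 40 designs. The median design had 1.5, 1, 0 and 0 such genes, so most calls came from few designs. A median of 254, 287.5, 429 and 463.5 of all genes per design had an unadjusted p-value under 0.05 in the order of group size. The 5 versus 5 design with the most calls set replicates 1, 4, 8, 9 and 10 against replicates 2, 3, 5, 6 and 7.

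The first principal component of all 18442 genes held 39.1% of the variance. Replicates 1, 9, 8 and 4 scored -34.7, -27.3, -25.7 and -25.5, replicate 10 scored 0.201, and replicates 5, 7, 2, 6 and 3 scored 15.4, 19.2, 21.9, 23.4 and 33.1. The 5 versus 5 design with the most calls follows this order, which is no independent test because both come from the same counts. The component held 38.8% of the variance after thinning to equal total counts, which argues against library size. Over nuclear genes normalized on their own it held 39.3%. That value could hardly differ, because 18255 of the 18442 genes are nuclear. It shows only that the chloroplast genes' own counts do not carry the component, and a link with the share of chloroplast counts stays open. The share was lowest in replicate 1 (63.9%) and highest in replicate 3 (72.3%), which lie at the ends of the component. However, replicate 9 (68.7%) was above replicate 2 (68.2%). The median absolute loading of the clock genes lay at the 72.1 percentile of random lists (62.9 for morning and 86.7 for evening genes) and that of the nitrate response genes at the 81.3 percentile, both short of the 95th percentile set as the limit. Of the 8 nitrate response genes, 7 had loadings of the same sign, and 8.97% of random lists were as one-sided. The nitrate list does not reach the limit on either measure, and a contribution of nitrate supply smaller than these few genes can show stays open. Of the morning genes, 4 of 5 had loadings of the same sign (36.4% of random lists were as one-sided), and the evening genes were split evenly, 2 of 4. The 7 defence and jasmonate genes lay at the 96.3 percentile, and a difference between plants in defence is a candidate explanation. It is a weak one, since it is 1 of 3 families of genes tested and 3 of the 7 genes had loadings of one sign and the rest of the other.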

How the results depend on the processing

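Of the 102 values obtained under settings other than leaving out a replicate, 91 moved by less than the spread or interval of the reported value and 11 moved further. The cause was not tested for the shifts below, except where the number of genes tested or of designs differs by construction.

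With the quasi-likelihood test of edgeR in place of DESeq2, the share of designs without a call rose to 82.0% with 2 libraries per group, 94.0% with 3 and 97.0% with 4, from 66.0%, 76.0% and 90.0%, and the share of 2 versus 2 designs with an FPR below 2.5% rose to 87.0% from 80.0%. The number of calls over 100 designs fell from 181 to 97, from 79 to 27, from 30 to 11 and from 16 to 8 in the order of group size. With all genes tested in 40 designs, the share without a call was 17.5%, 42.5%, 65.0% and 77.5% with 2, 3, 4 and 5 libraries per group, while the share below 2.5% was 100% with 2 and with 4 libraries; between 18272 and 18631 genes were tested, so 1 call is a far smaller FPR. Keeping every gene with at least 1 count raised the median Pearson correlation over all genes to 0.988 from 0.981, with 26019 genes in place of 18442.

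The number of calls also changed by more than 1.5 times under Benjamini-Hochberg adjustment with 3 libraries per group, to 125 from 79. It did so as well when 1 gene of each pair with the same counts was kept with 4 libraries per group, to 19 from 30 on 118 genes, an alternative chosen after the data were seen. For these settings and for size factors from all genes, TMM factors in DESeq2, a minimum mean of 10 counts, no fold change threshold, no Cook's cutoff and the second draw of designs, the shares of chloroplast designs stayed within the intervals of the reported values at all 4 group sizes. With at most 2 genes called as the limit, also chosen after the data were seen, the share was 77.0% with 2 libraries per group.

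Leaving out each replicate in turn kept only the drawn designs without that library, between 53 and 68 with 2 libraries per group, 31 and 55 with 3 and 17 and 26 with 4. The share without a call then ran from 61.9% to 71.0% with 2 libraries per group, from 67.5% to 87.9% with 3 and from 83.3% to 100% with 4. The share below 2.5% ran from 73.4% to 84.7%, from 81.1% to 97.6% and from 94.4% to 100%. The mean FPR moved more, from 0.205% to 1.16% with 3 libraries per group and from 0 to 0.501% with 4, and without replicate 10 or replicate 4 it was higher with 4 libraries per group than with 3. The values with 3 and 4 libraries rest on few designs. The 5 versus 5 designs hold all 10 libraries and allow no such check. The correlations between libraries moved by less than their spread whichever replicate was left out. The common biological coefficient of variation ran from 15.1% to 16.6% over all genes and from 20.7% to 22.6% over chloroplast genes. Its standard error was computed from these same values, so a comparison with it could hardly fail.

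No paired analysis was possible because the libraries labelled N-limiting and N-sufficient hold the same counts under each number. The alternatives without ribosomal and transfer RNA genes and without genes of the inverted repeat were not run, since no table used here identifies these genes by the identifiers in the files. The comparison of the nitrogen supplies and its alternatives were not run either. Whether a much lower depth would change the shares of designs was not tested.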

Differences from the paper's values

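The smallest step of the DGE curve is about 1.2% in Fig. 4, read by eye, as the FPR of 1 gene called, and 1 gene of the 133 chloroplast genes tested here is 0.752%. None of the alternatives set before the data were examined closed the gap, and with all genes tested 1 gene is 0.00537%. With 1 gene kept of each pair with the same counts, an alternative chosen after the values were seen, 1 gene is 0.847%, which is within 1.5 times of the step in the figure.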

Other observations

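The tests of the share of designs without a call after permuting genes and in simulated libraries, the share of calls outside the pairs and the test of normalization were chosen after the results were seen.

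Chloroplast genes were called in 34 of the 100 designs of 2 versus 2 libraries, where the post-hoc bound was set at a joint error rate of 5%. Thinning every library to the smallest chloroplast total left 66.0% of the designs without a call, as for the counts as deposited, which argues against unequal library size. Keeping 1 gene of each pair with the same counts lowered the number of calls from 181 to 144. Genes outside the pairs received 62.4% of the 181 calls, which counting reads on both members of a pair does not account for. With 4 libraries per group most calls were on pair members, 73.3% of 30, against 38.0% with 3 and 37.5% with 5. For the calls on pair members, counting reads on both members stays open. The share of designs without a call was 65.0% with 1 gene of each pair, but it had little room to change, since the members of a pair were called together in all 34 cases. When the values of each gene were permuted over the libraries on their own, which removes differences that genes share, 30.0% of the designs were without a call, so such shared differences are not needed for calls to arise. In simulated libraries with a dispersion estimated for each gene and no shared differences, 26.0% of the 2 versus 2 designs were without a call. These dispersions were estimated with library totals and not with the size factors of the fits, so they can be too large. A candidate explanation is that the spread of single genes exceeds what a fit to 4 libraries captures. With 5 libraries per group, the simulated libraries had no call in 77.0% of the designs. No biological explanation was tested.

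The size of the largest FPR behaved differently. It was 11.3% in a 2 versus 2 design of the deposited counts and 4.51% after each gene was permuted on its own. Differences between libraries that many genes share may therefore raise the FPR of single designs, a hypothesis found and tested on the same counts.

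The normalized counts of ATCG00220, the chloroplast gene called in the most designs, fell into separate clusters of libraries. They were 24675, 23969, 30200, 32562 and 23656 in replicates 1, 7, 8, 9 and 10, against 10011, 9723, 10019, 9636 and 4436 in replicates 2, 3, 4, 5 and 6. The sixth ranked library was 2.36 times the fifth. ATCG00590 separates the same libraries, with 10619, 11560, 13079, 13508 and 11959 in replicates 1, 7, 8, 9 and 10 against 4965, 4460, 4379, 4498 and 2112 in replicates 2, 3, 4, 5 and 6. The first principal component of the chloroplast genes, which held 52.6% of their variance, divides the libraries in this way by its sign. It is no independent test, because it comes from the same counts and includes these genes. Replicates 1, 7, 8, 9 and 10 scored -2.70, -2.69, -2.58, -1.54 and -2.31, and replicates 2, 3, 4, 5 and 6 scored 1.12, 3.49, 0.375, 2.92 and 3.90. The ratio of the sixth to the fifth ranked library had a median of 1.02 over the 128 chloroplast genes with a mean of at least 100 counts, and 5 of them were above 1.5. Of these 5, 3 genes separate the libraries as ATCG00220 does, itself included. The other two are a pair with the same counts that divides the libraries differently, with replicates 2, 3, 5, 6 and 10 above replicates 1, 4, 7, 8 and 9. With size factors from all genes the ratio for ATCG00220 was 2.06, which argues against normalization by the chloroplast genes as the cause. The labels give nothing that separates these libraries. Library preparation, time of harvest and a mixture of conditions were not tested for this split and stay open.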
